# *S100a16* Deficiency Prevents Alcohol-induced Fatty Liver Injury via Inducing MANF Expression in Mice

**DOI:** 10.7150/ijbs.84472

**Published:** 2023-10-02

**Authors:** Dan Wang, Rihua Zhang, Xiaoxuan Qin, Jizheng Wang, Yifang Hu, Shan Lu, Jingbao Kan, Yaoqi Ge, Ke Jin, Wen-Song Zhang, Yun Liu

**Keywords:** Alcoholic liver disease, S100A16, hepatic steatosis, MANF, ER stress.

## Abstract

Alcoholic liver disease (ALD) encompasses conditions ranging from simple steatosis to cirrhosis and even liver cancer. It has gained significant global attention in recent years. Despite this, effective pharmacological treatments for ALD remain elusive, and the core mechanisms underlying the disease are not yet fully comprehended. S100A16, a newly identified calcium-binding protein, is linked to lipid metabolism. Our research has discovered elevated levels of the S100A16 protein in both serum and liver tissue of ALD patients. A similar surge in hepatic S100A16 expression was noted in a Gao-binge alcohol feeding mouse model. *S100a16* knockdown alleviated ethanol-induced liver injury, steatosis and inflammation. Conversely, *S100a16* transgenic mice showed aggravating phenomenon. Mechanistically, we identify mesencephalic astrocyte-derived neurotrophic factor (MANF) as a regulated entity downstream of* S100a16* deletion. MANF inhibited ER-stress signal transduction induced by alcohol stimulation. Meanwhile, MANF silencing suppressed the inhibition effect of *S100a16* knockout on ethanol-induced lipid droplets accumulation in primary hepatocytes. Our data suggested that *S100a16* deletion protects mice against alcoholic liver lipid accumulation and inflammation dependent on upregulating MANF and inhibiting ER stress. This offers a potential therapeutic avenue for ALD treatment.

## Introduction

Alcohol-associated liver disease (ALD) has emerged as a significant global public health concern, exerting immense pressure on healthcare systems 1-3. Alcoholic fatty liver, the initial stage of ALD, is marked by hepatic steatosis, a process which has been identified as reversible. However, persistent alcohol intake can escalate this to more severe conditions such as alcoholic steatohepatitis, fibrosis, cirrhosis, and even hepatocellular carcinoma 4. Alarmingly, over 50% of cirrhosis-related mortalities globally are linked to alcohol abuse 3. To date, the precise mechanisms of ALD and effective interventions are yet to be fully elucidated 5. This highlights the pressing necessity to uncover the disease's underlying pathogenesis and pave the way for novel therapeutic strategies.

The S100 calcium-binding protein 16 (S100A16), a recently identified member of the EF-hand S100 family proteins, exhibits broad expression across diverse human tissues, notably in the liver and adipose tissue 6. In previous studies, we pinpointed S100A16 as a novel factor that promotes lipogenesis in the livers of high fat diet (HFD)-fed mice 7. Additionally, the knockdown of* S100a16* has shown potential in mitigating fatty liver injury. Our data further indicated that silencing of *S100a16* can protect mice from liver fibrosis when exposed to stimuli such as CCl4, bile duct ligation surgery, and methionine choline deficiency diet feeding 8. Moreover, a recent investigation revealed the protective effects of *S100a16* knockdown against lipid accumulation and inflammation in HK-2 cells under high glucose conditions 9. These findings underscore the potential role of S100A16 in the regulation of hepatic lipid metabolism and liver injury. Yet, its role in ALD's progression remains uncharted.

Endoplasmic reticulum stress (ER stress) is a cellular defense mechanism triggered in response to the accumulation of misfolded and unfolded proteins within the endoplasmic reticulum's lumen. This protective process initiates the unfolded protein responses (UPR). Three canonical UPR signaling pathways have been delineated: inositol-requiring protein-1 (IRE1), activating transcription factor-6 (ATF6), and protein kinase RNA (PKR)-like ER kinase (PERK) 10, 11. Notably, the pathological link between ER stress and ALD has been substantiated through both experimental and clinical studies 12-15.

Mesencephalic astrocyte-derived neurotrophic factor (MANF) is an emerging dopaminergic neurotrophic factor believed to have regulating potential for ER stress 16, 17. It has been confirmed that MANF is also a key regulator in hepatic lipid metabolism 18. Hepatocyte-specific *Manf* overexpression could directly promote browning of white adipocytes via the p38 MAPK pathway, thereby counteracting HFD-induced obesity 19. In addition, mice hepatocyte-specific *Manf* overexpression reduced lipid accumulation in liver, whereas *Manf* ablation exacerbated hepatic steatosis. Mechanistic insights revealed that MANF inhibition upregulated G0S2, a critical determinant that fostered lipid accumulation and suppressed lipolysis 19, 20.

In our current research, we observed a marked upregulation of S100A16 in ALD patients. Additionally,* S100a16* knockdown mitigated the severity of alcohol-induced fatty liver injury in mice. Mechanistically, the surge in S100A16 induced by alcohol was found to inhibit MANF, which in turn fostered lipid accumulation and inflammatory reactions. Collectively, our findings posited S100A16 as a potential novel regulator in the pathogenesis of ALD.

## Material and Methods

### Human samples

Pathological section of liver and serum from subjects with ALD and healthy controls were obtained from the first affiliated hospital of Nanjing Medical University (Nanjing, China). All ALD patients had history of alcohol consumption averaging at least 70 g/day, for at least 20 years. We excluded patients with drug-induced liver injury, autoimmune liver disease, hepatitis B or C, and hepatocellular carcinoma. Samples from relative healthy subjects were known to have no history of excessive drinking or chronic liver disease. The information of ALD patients and healthy individuals are shown in Table 1. All research was conducted in accordance with both the Declarations of Helsinki and Istanbul. The study protocol and use of bio-samples for research were approved by the ethics committee of the First Affiliated Hospital of Nanjing Medical University (No.2022-SR-582).

### Animal experiments

*S100a16* knockout heterozygote (*S100a16*^KO+/-^) mice and *S100a16* transgenic (*S100a16*^TG^) mice were generated as described previously 7, 8. Briefly, the *S100a16* allele with floxed exon 2-3 was backcrossed into the C57BL/6 background. It was then bred with EIIa-Cre mice expressing the Cre recombinase to generate *S100a16*^KO+/-^ in over 98% C57BL/6 background. During this process, we found that* S100a16* homozygous (*S100a16*^KO-/-^) mutations were lethal. So, we used *S100a16* knockout heterozygote (*S100a16*^KO+/-^) mice in this research.

*S100a16* mice cDNA was cloned into the pCAGGS plasmid, transgenic mice (*S100a16*^TG^ mice) were generated by purified DNA fragments microinjection into the pronuclei of fertilized eggs of C57BL/6J.

Hepatocyte-specific *S100a16* knockout (*S100a16*^LKO^) mice were generated by crossing *S100a16*-floxed mice with Albumin-Cre transgenic mice (Alb-Cre) with both strains on the C57BL/6J background. *S100a16*-floxed (*S100a16*^f/f^) mice were mated with Alb-Cre mice to generate *S100a16*^LKO^ heterozygote mice. Then, *S100a16*^LKO^ mice and their littermate controls (*S100a16*^f/f^ mice) were obtained by mating *S100a16*^LKO^ heterozygote mice with *S100a16*^f/f^ mice.

All mice used in our experiments were identified by PCR analyses of the genomic DNA obtained from tail tips. All animal were housed in ventilated cages at the SPF facility in a temperature-controlled environment with a 12-hour light/dark cycle and had free access to water and diet. All animal experiments were approved by the Institutional Animal Care and Use Committee of Nanjing Medical University (No. IACUC-2105059).

### Ethanol feeding studies

Age-matched eight- to ten-week-old male mice were treated with either an isocaloric ethanol or pair-fed control diet following the protocol of NIAAA model 21. Briefly, all mice were first fed ad libitum with the control Lieber-DeCarli liquid diet (Bio-Serv, product No. F1259SP) for 5 days, Ethanol groups were then fed with a liquid diet (Bio-Serv, product No. F1258SP) containing 5% (vol/vol) ethanol for 10 days and control groups were fed with isocaloric control diet for 10 days. At day 11, mice were administrated by oral gavage in the morning with a single bolus of ethanol (5 g/kg body weight) or isocaloric maltose dextrin solution (9 g/kg body weight), respectively. The mice were sacrificed and blood and tissue samples were collected 9 h post-gavage. Liquid diets were freshly prepared from powder daily. Food intake was recorded daily. Depilation, refusal to eat, intolerable pain, and dramatic weight loss were used as humane endpoints in this experiment.

Serum and liver triglyceride (TG), total cholesterol (T-CHO) and serum alanine transaminase (ALT), aspartate transaminase (AST) levels were determined using biochemical assay kits (Nanjing Jiancheng Bioengineering Institute, A110-1-1, A111-1-1, C009-2-1 and C010-2-1) according to the manufacturer's specifications.

### Cell culture and treatment

Mice primary hepatocytes were isolated by *in situ* perfusion digestion of livers using type IV collagenase (Gibco, 17104019), followed by separation using PERCOLL (sigma, P1644) and centrifugation. Isolated primary hepatocytes were maintained in DMEM medium supplemented with 10 % Fetal Bovine Serum (FBS, Gibco, 10270-106) and 1 % penicillin/streptomycin (Gibco, 15140122). The culture medium was replaced daily.

AML12 hepatocytes, a non-transformed mouse hepatocyte cell line, was maintained in DMEM/F12 medium (Gibco, 11330-032) supplemented with ITS liquid media supplement (Sigma, I3146), 40 ng/mL dexamethasone (Sigma, D4902-100mg) and 10 % FBS (Gibco, 10270-106). Cells were treated with medium containing 50 mM ethanol for 24 h and changed intervals fresh medium at 12 h. All the cells were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_.

### Gene silencing and overexpression

For the knockdown and overexpression of *S100a16* and *Manf*, the AML12 cell line was transfected with siRNA or a full-length plasmid using Lipofectamine® 2000 transfection reagent (Invitrogen, 11668019) according to the manufacturer's protocol. Knockdown and overexpression of *Manf* in *S100a16*^LKO^ or *S100a16*^TG^ mice primary hepatocytes were performed as above described. Negative scrambled control siRNA and empty vector plasmid (pcDNA3.1) were transfected into the control groups.

### Protein isolation and Western blotting

Total protein was extracted from liver tissues and cells using RIPA lysis buffer (Beyotime P0013) added with protease inhibitors (biosharp BL612A) and phosphatase inhibitors (biosharp BL615A). Protein samples were mixed with loading buffer (Beyotime P0298) and separated by 6-12.5% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. Then, the proteins were transferred onto nitrocellulose membranes (BioTrace^TM^ NT T33517). Nitrocellulose membranes were blocked in TBST containing 5% skim milk for 2 h at room temperature. Then the membranes were incubated in primary antibodies overnight at 4 ℃, followed by incubation in the corresponding secondary antibodies. The relative expression levels of target proteins were quantified using ImageJ software (version 1.48). All primary antibodies used are listed in Table S1.

### RNA isolation and RT-qPCR analysis

Total mRNA was extracted using RNA easy Isolation Reagent (Vazyme, R701-01). The concentration of RNA was quantified by a Nanodrop2000 spectrophotometer (Thermo Scientific, USA). cDNA was synthesized using HiScript III RT SuperMix for qPCR (Vazyme, R323-01) and detected using QuantStudio 7 system (Applied Biosystems). Relative mRNA expression levels were calculated using 2^-ΔΔct^ method and were normalized against the levels of 18s. The primer sequences used for each gene are listed in Table S2.

### Histological Examination (HE) staining

Fresh liver tissue was fixed in 4 % formaldehyde solution. Fixed liver tissues were embedded in paraffin, cut into 5 μm thick slices and stained with hematoxylin and eosin (H&E) following the standard protocol for analysis.

### Oil Red O staining

Fresh liver tissue was embedded with OCT freeze embedding agent and frozen, and then cut into 5 μm thick slices. Oil-red was stained following the standard protocol for analysis. Slices were scanned by an automatic digital slide scanner.

### BODIPY staining

Primary hepatocytes and AML 12 cells were first fixed with 4% paraformaldehyde followed by incubation with BODIPY® 493/503 (Invitrogen 2295013) for lipid staining. Cell nuclei were counterstained with DAPI (SouthernBiotech, H0621-V341). The lipid droplets were visualized under a THUNDER Imaging Systems (Leica, THUNDER DMi8).

### Immunofluorescence

Liver tissue slices were permeabilized with 0.5 % Triton X-100 for 30 min (after deparaffinization) and blocked with 5 % goat serum for 1 h at RT. Then the slices were incubated with anti-S100A16 or anti-MANF primary antibodies overnight at 4°C, followed by an appropriate fluorescently tagged secondary antibody in the dark at RT for 1.5 h. Primary and secondary antibodies were diluted in 3 % BSA. DAPI was used to stain nuclei. Fluorescence microscopy was performed using a THUNDER Imaging Systems (Leica, THUNDER DMi8).

### ELISA

Commercially available human ELISA kits (CUSABIO, Wuhan, China) were used to detect S100A16 levels in human serum (ALD and healthy individuals) according to the instructions provided by the manufacturer.

### RNA sequencing and analysis

Primary hepatocytes (n=3/group) were isolated from alcohol-fed WT and *S100a16*^KO+/-^ mice. Total RNA was extracted, and mRNA was purified. mRNA was fragmented and reverse transcribed to generate cDNA. Sequencing analysis was performed as our previous work 8. Genes with *p* value < 0.05 and fold change ≥ 2 were considered differentially expressed using DESeq2 software between *S100a16* silencing group and WT group. Gene functional annotations were assessed based on Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) databases. The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) database (accession no. GSE243683).

### Statistical analysis

All data are expressed as the mean ± SEM. Two-tailed student's t-test was used to calculate the statistical significance between two groups and one-way analysis of variance (one way ANOVA) for three or more groups. In all cases, *p* < 0.05 was considered statistically significant.

## Results

### Alcohol consumption up-regulated S100A16 expression in human and mice

To investigate the potential involvement of S100A16 in ALD progression, we first evaluated S100A16 expression levels in patients with ALD and healthy controls. Both immunofluorescence and immunohistochemical assays indicated S100A16 was significantly increased in the ALD liver tissue compared with healthy individuals **(Fig. 1A, S1A)**. Concurrently, serum S100A16 levels were found to be elevated in individuals diagnosed with ALD **(Fig. 1B)**. Subsequently, we employed a short-term chronic plus one binge ethanol feeding model (NIAAA model). Analyses using western blot, RT-qPCR, and immunofluorescence staining collectively highlighted the heightened expression of S100A16 in the livers of alcohol-fed WT mice **(Fig. 1C-E)**. In parallel, *in vitro* experiments illustrated that ethanol exposure upregulated S100A16 expression in primary hepatocytes as well as AML12 cells **(Fig. 1F-I)**. Overall, these results suggested that alcohol consumption significantly increased hepatic S100A16 expression.

### *S100a16* deletion protected mice against alcohol-induced fatty liver injury

To elucidate the relationship between S100A16 and alcoholic fatty liver disease, we generated *S100a16* knockout mice. Homozygous deletion of *S100a16* in mice causes mortality, therefore we used *S100a16* heterozygous knockout mice (*S100a16*^KO+/-^ mice). Genotyping of *S100a16*^KO+/-^ and wild type (WT) mice were performed before the experiment **(Fig. S2A)**. Deletion of S100A16 in the liver of *S100a16*^KO+/-^ mice was confirmed at the protein level **(Fig. S2B)**. Our data showed that the livers became bigger in the WT group after ethanol exposure, but this condition was alleviated in alcohol-fed *S100a16*^KO*+/-*^ mice **(Fig. 2A)**. Western blot and RT-qPCR assays verified the augmented S100A16 expression in the livers of alcohol-fed WT mice **(Fig. 2B-C)**. While body weights remained consistent between alcohol-fed *S100a16*^KO+/-^ and WT mice **(Fig. S2C)**, but liver/body weight ratios were mitigated in *S100a16*^KO*+/-*^ group **(Fig. 2D)**. As shown in **Fig. 2E**, knockout of *S100a16* alleviated the upregulation of serum ALT, AST levels during alcohol consumption. Serum TG, TC contents and liver TG, TC contents all showed a decline in the *S100a16*^KO+/-^ group **(Fig. 2F)**. Liver histological studies, encompassing H&E and Oil Red O staining, pointed to a mitigated liver injury in the *S100a16*^KO+/-^ cohort **(Fig. 2G)**. Additionally, there was a marked suppression in the expression of crucial lipogenic and inflammatory genes in the livers of these mice upon genetic *S100a16* inhibition **(Fig. 2H-I)**. Also noteworthy, lipid droplets in ethanol-induced primary hepatocytes isolated from *S100a16*^KO+/-^ mice showed a significant reduction when compared with that from WT mice **(Fig. 2J)**. As shown in **Fig. S2D**, we employed siRNA to diminish S100A16 expression (S100A16 KD) in AML12 cells and the knockdown efficiency was confirmed using western blot. Analogous to our earlier findings, *S100a16* knockdown led to diminished lipid droplets in AML12 cells **(Fig. 2K)**. In summary, inhibiting S100A16 substantially alleviated the symptoms of alcohol-induced fatty liver injury.

### *S100a16* overexpression aggravated alcohol-induced fatty liver injury in mice

To further verify the relationship between S100A16 and alcoholic fatty liver injury diseases, *S100a16* transgenic (*S100a16*^TG^) mice systemically overexpressing *S100a16* were engineered under control of the pCAGGS vector promoter **(Fig. S3A)**. Expression of S100A16 in the liver of *S100a16*^TG^ mice was confirmed at the protein level **(Fig. S3B)**. We then exposed age-matched WT and *S100a16*^TG^ mice to the NIAAA model, observing the subsequent changes. Unlike the results from *S100a16*^KO+/-^ mice, post-ethanol exposure, the livers of *S100a16*^TG^ mice had larger livers than WT mice after ethanol exposure **(Fig. 3A)**. Moreover, liver-to-body weight ratios surged in the *S100a16*^TG^ group **(Fig. 3D)**. Results showed that S100A16 overexpression in liver was increased in the alcohol-fed mice **(Fig. 3B-C)**. Contrasting with the effects of *S100a16* suppression, overexpression of *S100a16* exacerbated the progression of alcohol-induced fatty liver development compared with WT mice. This exacerbation was evident both biochemically (assessing ALT, AST, TG, TC levels) and histologically (using H&E and Oil Red O staining) **(Fig. 3E-G)**. The mRNA levels of molecules that promote fat accumulation and inflammation were also augmented in alcohol-exposed *S100a16*^TG^ mice **(Fig. 3H-I)**. Notably, ethanol-induced primary hepatocytes derived from *S100a16*^TG^ mice exhibited a pronounced increase in lipid droplets compared with primary hepatocytes from WT mice **(Fig. 3J)**. As shown in **Fig. S3C**, S100A16 overexpression efficiency in AML 12 cells was confirmed by western blot analysis. Similarly, overexpression of S100A16 in AML12 cells also amplified ethanol-induced lipid accumulation **(Fig. 3K)**. Collectively, these findings compellingly argued that overexpressing S100A16 intensified the manifestations of alcohol-induced hepatic steatosis and injury.

### *S100a16* deficiency upregulated MANF expression in alcohol-fed mice

Subsequently, we examined the underlying mechanism of S100A16 in regulating alcoholic fatty liver injury. 

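Primary hepatocytes, the parenchymal cells of the liver, were sequenced from alcohol-fed WT and alcohol-fed S100a16KO+/- mice, with 3 libraries per genotype. The sample labels call the second genotype S100A16 knockdown, whereas the paper and the description of the series name heterozygous knockout mice; the paper's name is used here. In the feeding protocol of the paper's methods, 5 days of control diet were followed by 10 days of a 5% ethanol diet and 1 gavage of 5 g/kg ethanol, 9 h before collection. Per the labels, the libraries were made from poly(A)-selected RNA by a strand-specific protocol, with molecular identifiers in the adapters, and read as pairs. The authors deposited an estimated count and an FPKM value for each gene in each library. Their text names DESeq2 for the comparison and refers to earlier work for alignment and counting. The estimated counts added up to 71807834, 68433826 and 67658095 in WT replicates 1, 2 and 3 (median 68433826). In S100a16KO+/- replicates 1, 2 and 3 they added up to 67730913, 67824502 and 69242526 (median 67824502). These values are not 1 per sequenced fragment: in WT replicate 1, 936 genes had a count of 4, against 561 genes with a count of 3 and 259 with a count of 5, so that 1 fragment was worth about 4 counts. A count of 0 therefore allowed up to 3 fragments, or 12 counts, which is 0.167 to 0.177 CPM depending on the library. Such limits cover counting error only. Mitochondrial transcripts took from 17.0% to 21.1% of the counts of a library, and the 20 most abundant genes took from 35.1% to 39.3%.

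The targeted gene separated the genotypes in every library. S100a16 had 1001, 1056 and 1107 counts in the WT replicates and 433, 390 and 366 counts in the S100a16KO+/- replicates. The estimated counts, which are whole numbers, were compared between genotypes with edgeR's quasi-likelihood test after TMM scaling, two-sided, with Benjamini-Hochberg adjustment. Of the genes in the table, 15957 passed edgeR's filter on low counts and were tested. Among the 2781 genes with a mean of at least 32 CPM, the median coefficient of variation between replicates was 4.36% in WT and 4.89% in S100a16KO+/- hepatocytes. The paper does not state that each library came from a separate mouse, so this spread may be smaller than that between mice. No sequencing batch or date is named in the labels or in the paper, so none was modelled. Gene positions are those of the table and lie on GRCm38.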

Primary hepatocytes were isolated from alcohol-fed WT or *S100a16*^KO+/-^ mice subjected to NIAAA model and genome-wide analysis of gene expression was performed by transcriptome sequencing. Those detectable genes with a fold change ≥ 2 and p value < 0.05 were defined as differentially expressed genes, when compared with equivalents measured from WT cells. Consequently, *S100a16*^KO+/-^ cells gave rise to 550 differentially expressed genes (350 upregulated and 200 downregulated, **Fig. 4A**). 

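With the criterion of Fig. 4A, an unadjusted p under 0.05 and a fold change of at least 2 in edgeR's quasi-likelihood test, 721 genes differed between S100a16KO+/- and WT hepatocytes. Of these, 463 were upregulated and 258 downregulated. Among the alternatives set before the data were examined, this number ranged from 137 to 1806. It was 137 (83 upregulated, 54 downregulated) with limma on log2(FPKM + 1) at a minimum mean FPKM of 1. That setting changed the test, the values and the filter together. It was 1806 (1152 and 654) with a fold change limit of 1.5. With DESeq2's Wald test, the tool the paper names, 749 genes met the criterion. Without the fold change limit, 5356 of the tested genes had an unadjusted p under 0.05, and 3643 had an adjusted p under 0.05, of which 1853 were higher and 1790 lower in S100a16KO+/- hepatocytes. Of the 721 genes, 532 also had an adjusted p under 0.05 and 189 did not. Low expression was common among them: 212 had a mean under 0.5 CPM, 129 of which had an adjusted p of 0.05 or more. The 3 values of one genotype all lay above the 3 of the other for 681 of the 721 genes. Over all tested genes this held for 6042, or 37.9%, where chance alone gives 10%.

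Changes were ranked among differentially expressed genes with a mean FPKM of at least 1 and no overlap between genotypes. The largest rise was that of Ppp1r3g (ENSMUSG00000050423), a glycogen-targeting phosphatase subunit gene on chromosome 13 from 35958839 to 35970388. It had at most 3 counts in the WT libraries and 120.3 ± 3.01 CPM (SD, n = 3) in S100a16KO+/- hepatocytes, at least 695-fold higher. The next largest rises in this set were those of Derl3, Sult1e1, Creld2 and Gm15344. Sult1e1 rose from 1.40 ± 0.211 to 16.5 ± 1.38 CPM (SD, n = 3 each). The log2 fold change of Gm15344 was 3.09, but this gene lies inside Hsp90b1 on the same strand, so that the counting could have split reads between the 2 genes. The largest falls in the ranked set were those of Angptl8, Inhbe, Fgf21, Hba-a2 and Hbb-bt. Angptl8 (ENSMUSG00000047822, chromosome 9 from 21835510 to 21837347) fell from 133.6 ± 6.13 to 8.37 ± 0.421 CPM (SD, n = 3 each), a log2 fold change of -4.00 (standard error 0.07, adjusted p = 3.85e-14 from edgeR). Inhbe and Fgf21 had log2 fold changes of -3.84 and -3.80. Hba-a2 and Hbb-bt, which encode haemoglobin chains, had -3.57 and -3.54; their near-identical paralogs could share reads with them.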

The PCA plot is presented in **Fig. S4A**. 

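In a principal component analysis of log2(CPM + 1) over the tested genes, centred but not scaled, the first component held 58.9% of the variance. On it the WT libraries had scores of -21.4, -21.1 and -21.8, and the S100a16KO+/- libraries 20.9, 22.0 and 21.4. The genotypes differed on this component with p = 0.1 (two-sided exact permutation test over 20 assignments), the smallest value that 3 libraries against 3 allow. The second component held 12.8% and did not separate them (exact permutation p = 1). It set WT replicate 1 and S100a16KO+/- replicate 2, with scores of -10.6 and -16.9, apart from the other libraries, which lay between 4.32 and 8.83. With each gene scaled to unit variance, the share of the first component was 42.1%, and with the 500 most variable genes it was 70.0%.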

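The GO and KEGG annotations that the authors' table gives for each gene were tested for enrichment among the differentially expressed genes with a one-sided Fisher's exact test per term. The background was the tested genes with an annotation, and terms with at least 5 background genes were kept. Of the 6168 GO terms, tested on 499 differentially expressed genes against a background of 13178, 12 had an adjusted p under 0.05 and 299 an unadjusted p under 0.05. The smallest values were those of extracellular region (adjusted p = 2.95e-08), extracellular space (adjusted p = 1.03e-05) and extracellular matrix (adjusted p = 0.00545). Next came glycogen binding, haptoglobin-hemoglobin complex, organic acid binding, oxygen carrier activity and oxygen transport, each with 4 of 5 genes and an adjusted p of 0.00760. The last 4 of these terms rest on the same genes, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. For response to endoplasmic reticulum stress, 11 of 68 genes were differentially expressed, 9 higher and 2 lower in S100a16KO+/- hepatocytes, a 4.27-fold enrichment (adjusted p = 0.0264, Fisher's exact test). For endoplasmic reticulum lumen it was 13 of 94 genes, 12 of them higher, a 3.65-fold enrichment with an adjusted p of 0.0264. Both fell below the threshold when certain libraries were left out: without WT replicate 2, each had an adjusted p of 0.0605. For endoplasmic reticulum unfolded protein response, 8 of 44 genes gave a 4.80-fold enrichment that did not pass adjustment (adjusted p = 0.0875). When the enriched set was all genes with an adjusted p under 0.05, that term reached an adjusted p of 2.01e-06.

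Of the 314 KEGG terms, tested on 231 differentially expressed genes against a background of 5546, none had an adjusted p under 0.05, and 26 had an unadjusted p under 0.05. Neuroactive ligand-receptor interaction had the smallest value (adjusted p = 0.0584). Basal cell carcinoma, Signaling pathways regulating pluripotency of stem cells, Glycerolipid metabolism and PI3K-Akt signaling pathway followed, each with an adjusted p of 0.197. For Protein processing in endoplasmic reticulum, 12 of 154 genes were differentially expressed, all of them higher in S100a16KO+/- hepatocytes, a 1.87-fold enrichment (Fisher's exact p = 0.0263, adjusted p = 0.454). With all genes of adjusted p under 0.05 as the enriched set, its adjusted p was 6.46e-11. Of the 20 GO terms drawn in Fig. 4B, 16 had enough genes to be tested. Among these, 15 had an unadjusted p under 0.05 and 7 an adjusted one. Of the 20 KEGG terms drawn there, 19 were tested, 15 of them with an unadjusted p under 0.05 and 0 with an adjusted one.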

Utilizing GO and KEGG enrichment analyses, we discerned the distribution of these differentially expressed genes, uncovering that the absence of *S100a16* significantly affected intracellular processes, including the endoplasmic reticulum stress (ER stress) pathway **(Fig. 4B)**. We then constructed a protein-protein interaction network **(Fig. S4B)** and identified hub genes using STRING (https://stringdb.org/) and Cytoscape (version 3.8.0). 

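The network of Fig. 4C shows 10 hub genes, Manf, Sdf2l1, Hyou1, Derl3, Hspa5, Hsp90b1, Syvn1, Pdia4, Creld2 and Dnajb9, which encode chaperones and degradation factors of the endoplasmic reticulum or its associated secretory proteins. All 10 were higher in S100a16KO+/- than in WT hepatocytes, with a median log2 fold change of 2.34 and a range from 0.99 to 3.76. Of the alternatives tried, limma on log2(FPKM + 1) moved this median most, to 2.24. All 10 had an adjusted p under 0.05 over all tested genes, the largest being 8.90e-06 in edgeR's quasi-likelihood test. All 10 also passed when adjusted over the list alone, which is not independent evidence, since the network was drawn from these samples. The largest changes were those of Derl3 (ENSMUSG00000009092, chromosome 10 from 75893413 to 75895941) and Creld2 (ENSMUSG00000023272, chromosome 15 from 88819646 to 88826683). Derl3 rose from 2.23 ± 0.0352 to 30.1 ± 2.43 CPM (SD, n = 3 each), a log2 fold change of 3.76 (standard error 0.10). Creld2 rose from 9.39 ± 2.03 to 106.1 ± 5.31 CPM (SD, n = 3 each), a log2 fold change of 3.50 (standard error 0.16). Hspa5, which encodes GRP78, was the most abundant hub gene in S100a16KO+/- hepatocytes, at 1910 ± 133.1 CPM against 343.6 ± 15.6 CPM in WT (SD, n = 3 each). The log2 fold change was 2.59 for Hyou1, 2.21 for Syvn1, 1.80 for Sdf2l1, 1.77 for Dnajb9 and 1.76 for Pdia4. Hsp90b1, at 0.99 (standard error 0.05), was the 1 hub gene under the 2-fold limit. It crossed that limit without WT replicate 3 (log2 fold change 1.01) and without S100a16KO+/- replicate 2 (1.03).

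**Figure D1:**
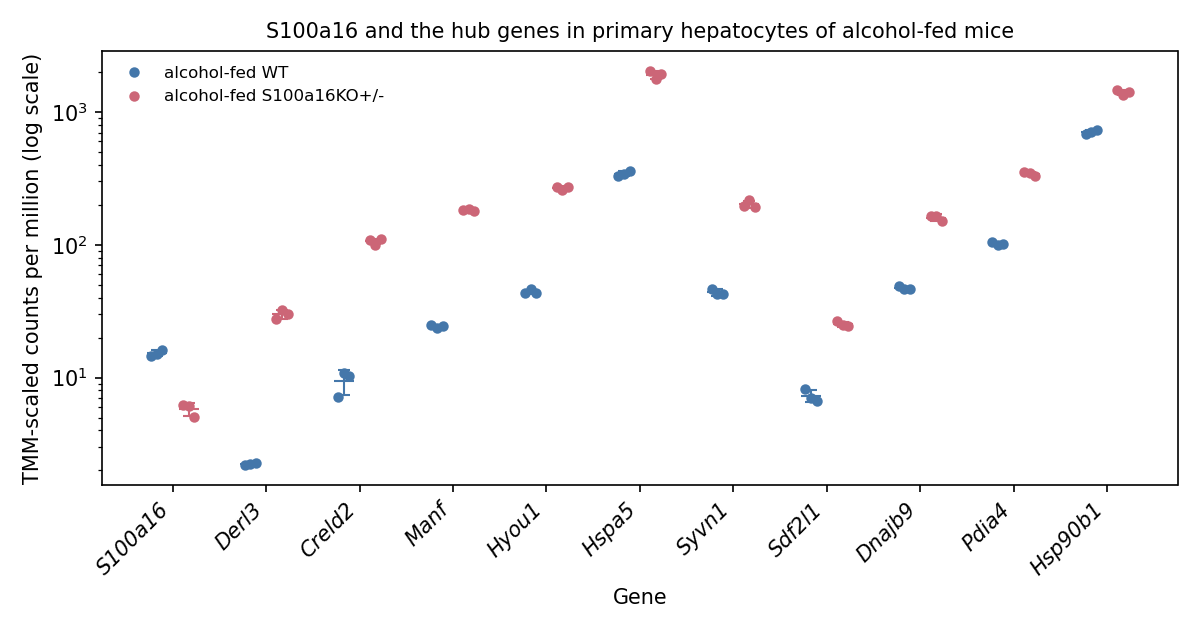
Expression of S100a16 and the 10 hub genes in alcohol-fed WT and S100a16KO+/- hepatocytes, in TMM-scaled CPM on a log axis. Points are the 3 libraries per genotype, and the mean and SD are marked. S100a16 lies lower and each hub gene higher in all 3 S100a16KO+/- libraries, with log2 fold changes of the hub genes from 0.99 to 3.76.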

Notably, among these hub genes **(Fig. 4C)**, mesencephalic astrocyte-derived neurotrophic factor (MANF) has been implicated as pivotal in alcohol-induced liver diseases 22, 23. Emerging studies have portrayed MANF as an ER-resident protein influencing various metabolic diseases, including alcoholic fatty liver 18, 19. 

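In the sequencing data, S100a16 (ENSMUSG00000074457) lies on chromosome 3 from 90537254 to 90543151 on the plus strand. Its level was 15.3 ± 0.796 CPM in WT and 5.80 ± 0.628 CPM in S100a16KO+/- hepatocytes (SD, n = 3 each), or 38.0% of the WT level. The log2 fold change was -1.40 (standard error 0.11, adjusted p = 4.14e-07 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between -1.46 and -1.31. Manf (ENSMUSG00000032575) lies on chromosome 9 from 106838312 to 106891915 on the minus strand. Its level rose from 24.2 ± 0.679 CPM in WT to 182.8 ± 3.38 CPM in S100a16KO+/- hepatocytes (SD, n = 3 each), 7.57-fold higher. The log2 fold change was 2.92 (standard error 0.06, adjusted p = 1.34e-13 from the same test), a difference far larger than the spread between replicates.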

As shown in **Fig. 4D,** we verified the RNA sequencing result using RT-qPCR. In mice liver tissue, we also found that gene and protein expression of MANF were increased in WT mice after alcohol feeding and these alterations were further increased in *S100a16*^KO+/-^ mice** (Fig. 4E-G)**. Conversely, a decline in MANF gene and protein expression was observed in alcohol-fed *S100a16*^TG^ mice **(Fig. 4H-J)**. From these findings, we postulated that *S100a16* suppression ameliorated alcoholic fatty liver injury by augmenting MANF expression.

To more accurately confirm the role of S100A16 in alcoholic fatty liver disease, *S100a16*^f/f^ mice were crossed with Albumin-Cre mice to generate hepatocyte-specific S100A16 knockout mice (genotype: *S100a16*^LKO^) and control mice (genotype: *S100a16*^f/f^) **(Fig. S5A-B)**. Deletion of S100A16 in the liver of *S100a16*^LKO^ mice was confirmed at the protein level **(Fig. S5C)**. mRNA and protein levels of MANF were increased in the livers from alcohol-fed* S100a16*^LKO^ mice compare with* S100a16*^f/f^ mice **(Fig. S5D-E)**. Similar with *S100a16*^KO+/-^ mice, liver/body weight ratios were alleviated in *S100a16*^LKO^ group **(Fig. S5F)**. As depicted in **Fig. S5G-I**, the specific knockout of S100A16 in hepatocytes attenuated alcohol-induced fatty liver development, as demonstrated by both biochemical assay (ALT, AST, TG, TC levels) and histological examination (H&E staining). We also observed that hepatocyte-specific genetic suppression of *S100a16* significantly curtailed the expression of key lipogenic and inflammatory genes in mice livers **(Fig. S5J-K).**

### S100A16 restrained MANF and activated ER stress in ALD

MANF, situated within the ER lumen, serves as a crucial shield against ER stress-induced cellular damage 24. Given previous reports that ER stress is intricately linked with the pathogenesis of alcohol-induced fatty liver disease 15, we examined the expression of typical factors related to ER stress. Our findings revealed that, in alcohol-exposed *S100a16*^KO+/-^mice livers, there was a pronounced reduction in the expression of ER stress markers such as GRP78, ATF4, ATF6, and in the phosphorylation levels of IRE1α and EIF2α compared with their WT counterparts **(Fig. 5A)**. Conversely, these trends were inverted in the *S100a16*^TG^ mice **(Fig. 5B)**. In summation, *S100a16* ablation augmented MANF expression, thereby curtailing ER stress, which in turn mitigates the progression of alcoholic fatty liver development.

### S100A16 regulated alcohol-induced lipid accumulation dependent on altering MANF expression

To ascertain whether S100A16 mediated ethanol-induced lipid accumulation dependent on MANF, we silenced MANF in primary hepatocytes isolated from *S100a16*^LKO^ mice. RT-qPCR analyses authenticated the deletion of both S100A16 and MANF in primary hepatocytes **(Fig. 6A)**. Observations from BODIPY staining indicated that* Manf* siRNA suppressed the inhibiting effects of *S100a16* deletion on fat accumulation **(Fig. 6B)**. Double knockdown of *Manf* and *S100a16* in AML12 cells also confirmed these results **(Fig. 6C-D)**. Elevated TG levels further substantiated that double knockdown of *Manf* and *S100a16* in primary hepatocytes/AML12 cells inhibited the lipid-reducing impact of *S100a16* deletion** (Fig. S6A-B)**. Conversely, we induced overexpression of *Manf* in primary hepatocytes from *S100a16*^TG^ mice, RT-qPCR analyses confirmed elevated levels of both *S100a16* and *Manf* **(Fig. 6E)**. Results showed that MANF overexpression significantly counteracted the lipid-enhancing effects of *S100a16* overexpression **(Fig. 6F)**. This observation was also corroborated in AML 12 cells **(Fig. 6G-H)**. TG levels showed the same results **(Fig. S6C-D)**. In essence, these outcomes suggested that the protective role of *S100a16* deletion protected hepatocytes against alcohol-induced lipid accumulation dependent on promoting MANF expression.

## Discussion

Alcohol abuse stands as a prime cause of liver-related mortalities globally. Despite its grave implications, there remains an absence of efficacious treatments beyond lifestyle adjustments 5. This underscores the pressing need to identify innovative therapeutic targets for ALD. Our earlier investigations revealed that S100A16 modulated fatty liver development under high-fat diet conditions and high glucose-induced lipid accumulation 7, 9. Both ALD and NAFLD are progressive conditions transitioning from steatosis to steatohepatitis, fibrosis, and eventually cirrhosis. While they share certain facets, distinct clinical characteristics and molecular mechanics demarcate them. For instance, ALD is more characterized by inflammatory cell infiltration, whereas lipid droplet accumulation is predominant in NAFLD. Despite these differences, existing interventions for both ailments are limited 25, 26. Guided by our prior research, this study aimed to discern S100A16's role in ALD. Our findings revealed an up-regulation of S100A16 in both ALD patients and alcohol-exposed mice. S100A16 emerged as a catalyst for lipogenesis and inflammation, modulating MANF expression and ER stress signaling cascades** (Fig. 7)**.

S100 proteins traditionally influence myriad cellular functions, from differentiation and cycle progression to motility 27. Recent findings have also unveiled their role in liver lipid metabolism. Specifically, S100A8 aggravated hepatitis in high fat and cholesterol-fed mice 28, while S100A11 spurs hepatic steatosis via the RAGE-mediated AKT-mTOR signaling axis 29. Like most members of the S100 family, S100A16 was firstly reported as a regulatory factor related to malignant transformation and tumor development 6, 30-32. Despite these known effects of S100A16, its role in other diseases is just emerging. Our previous studies showed the association of S100A16 with adipogenesis 33, 34, NFALD 7 and liver fibrosis 8. Our current study underscored its upregulation in the liver and serum of ALD patients, suggesting its role in both ALD and NAFLD despite their different pathogenic mechanisms. These findings disclose an unrecognized mechanism for the role of S100A16 as a potential target for ALD and expose new insights into the action of other novel therapeutic targets for NAFLD to alleviate ALD progression.

Another major finding of this study is that we identified MANF, an endoplasmic reticulum-resident protein, as the downstream of S100A16 in alcoholic liver lipid accumulation. MANF is an emerging therapeutic target for metabolic diseases, including diabetes 35, obesity 19, fatty liver 20, alcohol-related diseases, and cardiovascular diseases 36. Hepatic MANF overexpression improved adipose inflammation, insulin sensitivity and hepatic steatosis in HFD-fed mice 19. Conversely, Hepatic MANF knockdown increased free fatty acid uptake and free fatty acid synthesis, which caused hepatic lipid accumulation and accelerated fatty liver development 20. MANF deficiency also accelerated lipogenesis and exacerbated lipid accumulation in HepG2 cells 37. In addition, MANF alleviated alcohol-induced hepatic steatosis via alleviating ER stress or activating STAT3-mediated autophagy 22, 23. These events indicated that MANF is highly expressed in liver and plays an important role in the regulation of liver disease. In this study, transcriptomics results showed a significant upregulation of MANF in primary hepatocytes isolated from *S100a16*^KO+/-^ mice compared with cells from WT. 

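The estimated counts of Manf were 1690, 1648 and 1663 in the WT libraries and 12720, 11940 and 12902 in the S100a16KO+/- libraries. With each library left out in turn, the log2 fold change of Manf stayed between 2.90 and 2.94. Over the other settings tried it ranged from 2.74 to 2.95, the smallest value coming from limma on log2(FPKM + 1). Its largest adjusted p over all of these was 1.25e-07, across fits with edgeR, DESeq2 and limma.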

We further confirmed that MANF expression in liver was markedly promoted in alcohol-fed *S100a16*^KO+/-^ mice. Reverse results were observed in alcohol-fed *S100a16*^TG^ mice livers. Therefore, we speculated that S100A16 downregulated MANF expression and promoted alcohol-induced liver lipid accumulation and inflammation responses. In addition, MANF silencing abrogated the inhibitory effects of *S100a16* knockout on lipid droplets formation in primary hepatocytes isolated from *S100a16*^LKO^ mice in ethanol-containing medium. In contrast, MANF overexpression abrogated the protective effects of *S100a16* transgene on lipid droplet formation. Similar results were confirmed in AML12 cells cultured medium containing ethanol. These results provided evidences that *S100a16* deletion alleviates alcoholic fatty liver injury dependent on upregulating MANF expression. Besides, we also evaluated how S100A16 regulate MANF expression. We found S100A16 inhibited MANF expression using RNA sequencing, so we speculated that S100A16 transcriptionally regulated MANF. Indeed, S100A16 co-transfection decreased the luciferase activity of MANF promoter **(Fig. S6E)**. 

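The sequencing measured levels of polyadenylated RNA, and rates of transcription and RNA decay were not analysed here. A list of 27 endoplasmic reticulum chaperone and degradation genes controlled by ATF6 and XBP1, which holds Manf and the other 9 hub genes of Fig. 4C, was higher in S100a16KO+/- hepatocytes for 27 of 27 genes. Their median log2 fold change was 0.83 (adjusted p = 1.90e-92 from limma's camera test with a preset inter-gene correlation of 0.01). The hub genes were drawn from these samples, so this p is not independent of them. The remaining 17 genes, tested alone after the data were seen, were all higher, with a median of 0.59 (adjusted p = 8.02e-20, camera). Their adjusted p was 2.04e-05 under fry and 0.0163 under camera with an estimated correlation. From the rise of Manf on loss of S100a16, the paper proposes that S100A16 regulates Manf transcription. It also reports lower activity of the Manf promoter with S100A16 in a luciferase assay (Fig. S6E).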

A cycloheximide (CHX) chase assay was performed in S100A16 plasmid-transfected AML 12 cells to investigate the effect of S100A16 on the degradation rate of MANF protein. When protein synthesis was inhibited with CHX to exclude the potential effects, MANF protein was degraded in a time-dependent manner and S100A16 overexpression resulted in faster degradation, indicating that S100A16 promoted MANF degradation **(Fig. S6F)**. Based on these results, we assumed that S100A16 inhibited MANF expression both by inhibiting its mRNA transcription and accelerating protein degradation process.

ER stress participated in the regulatory process of many diseases, including metabolic disorders 38, cancer 39 and neurological disorders 40. It has been reported that S100 family proteins play a specific role in regulating ER stress. S100A1 expression is inhibited by CTCF and activates the PERK signaling pathway of ER stress in cardiomyocytes 41. Hepatic steatosis and liver injury exacerbation of genetic mutations- or HFD-induced obesity is associated with an impaired UPR and persistent ER stress in the liver 42. In our previous work about renal tubulointerstitial fibrosis, we found that the interaction between S100A16 and GRP78 is mediated through the IRE1α pathway and activated ER stress 43. According to recent reports, ER stress upregulates NNMT through PERK-ATF4 pathway and promotes the development of ALD, indicating the role of ER stress in ALD pathogenesis 15. Consistent with these reports, we also found that S100A16 influenced MANF expression and regulated ER stress to aggravate alcohol-induced lipid metabolism. In conclusion, our data provided evidence that S100A16 is a novel regulatory factor in ALD. S100A16 transcriptionally downregulated MANF and aggravated ER stress to mediate ALD responses. These findings suggested the translational potential of S100A16 as a therapeutic target for ALD.

It has been reported that males are more likely than females to consume alcohol and males are diagnosed with alcohol use disorders more often than females 44. In addition, male and female have different reaction to alcohol consumption because of genetic patterns, hormone expression, and alcohol metabolism 45. Further studies are needed in order to understand the differences between male and female in ALD.

In summation, our insights underscore S100A16 as a novel ALD regulatory factor, affecting MANF expression and exacerbating ER stress. This points to S100A16's potential as a promising therapeutic bullseye for ALD.

## Supplementary Material

Supplementary materials and methods, figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
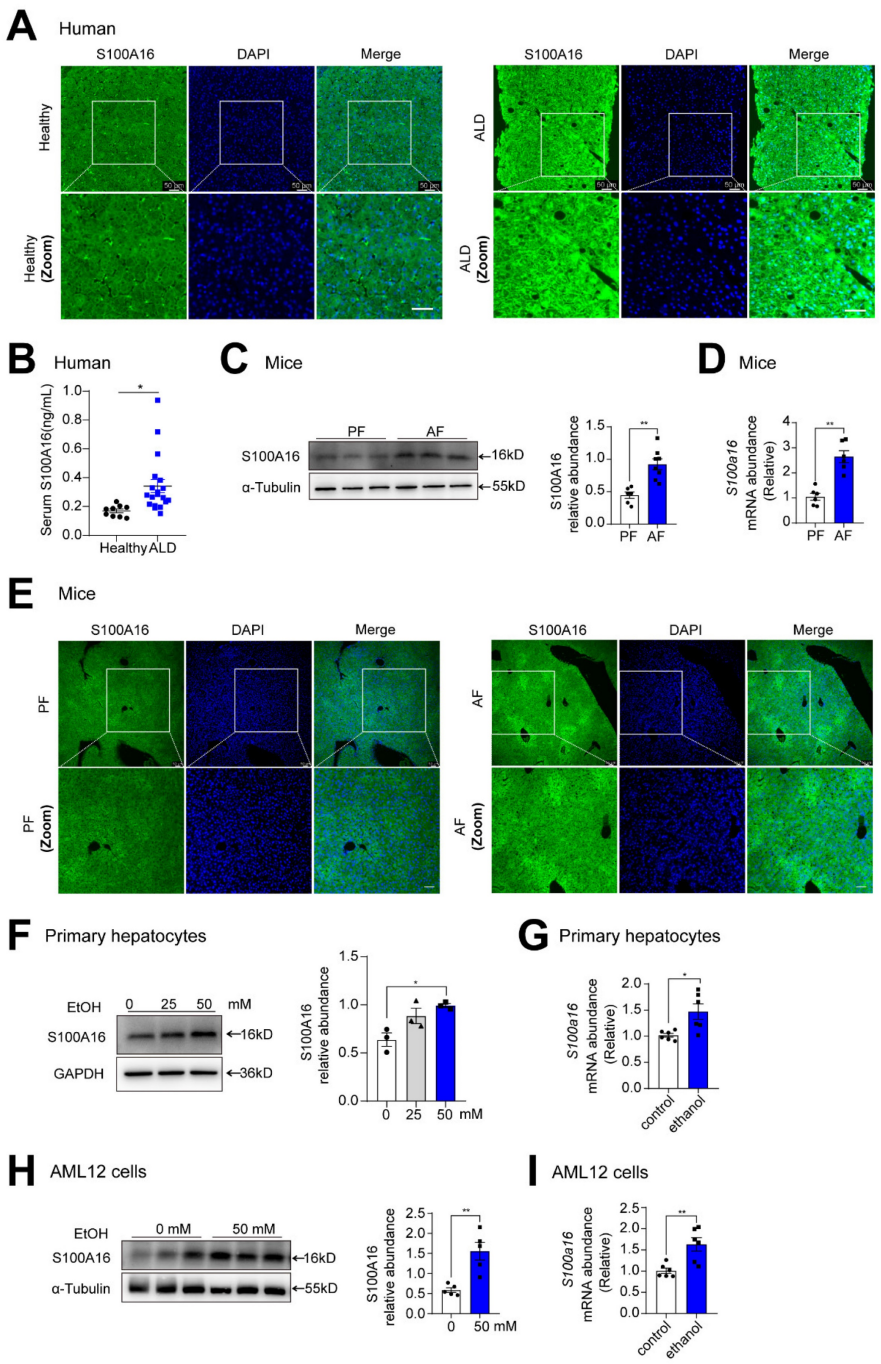
** Alcohol consumption up-regulated S100A16 expression in human and mice.** (A) Representative immunofluorescence staining of S100A16 in liver paraffin slices from healthy controls or patients with alcoholic-associated liver disease (ALD). Scale bar = 50 μm. (B) ELISA analysis of S100A16 expression in serum of ALD patients(n=19) and healthy controls(n=9). (C-E) Mice were pair-fed or alcohol-fed for 10 d and administered a single binge of ethanol (NIAAA model). (C) Western blot analysis of S100A16 expression in mice liver. Quantification of western blots on the right. (D) *S100a16* mRNA levels in mice liver. (E) Immunofluorescence assessment of S100A16 expression in mice liver. (F-G) Protein and mRNA expression of S100A16 in primary hepatocytes treated with ethanol (50 mM) for 24 h. (H-I) Protein and mRNA expression of S100A16 in AML 12 cells treated with ethanol (50 mM) for 24 h. α-Tubulin or GAPDH served as the loading control. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group. ALD: alcohol-associated liver disease. PF: pair-fed group. AF: alcohol-fed group.

**Figure 2:**
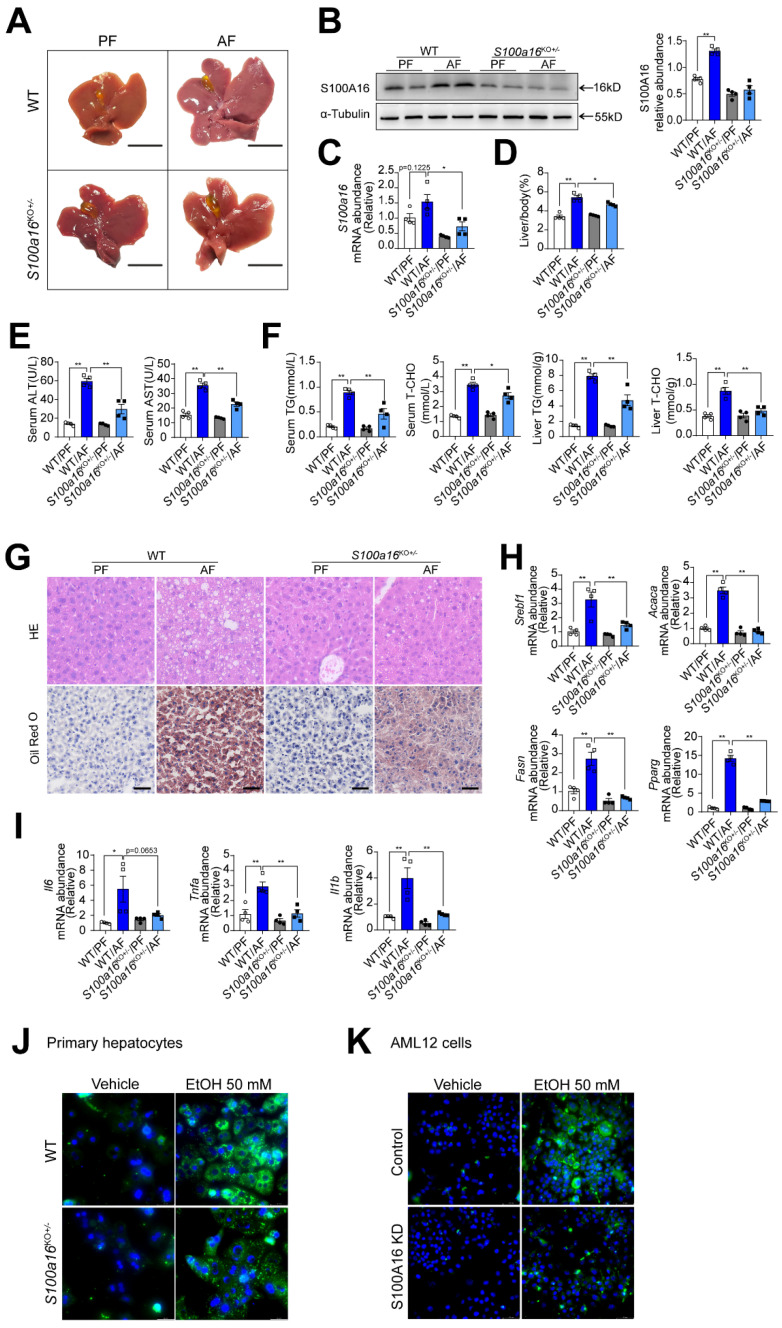
***S100a16* deletion protected mice against alcohol-induced fatty liver injury.** WT or *S100a16*^KO+/-^ mice were fed separately with the corresponding liquid diet 10 days and administered a single binge of ethanol. (A) Pictures of mice liver from different groups. Protein (B) and mRNA (C) levels of S100A16 in the liver from WT and *S100a16*^KO+/-^ mice. Quantification of western blots on the right. (D) Liver weight/body weight (%). (E) Serum ALT, AST levels. (F) Serum TG, TC levels and liver TG, TC levels. (G) Representative H&E and Oil Red O staining of mice livers. Scale bars: 50 µm. (H) Relative mRNA levels of *Srebf1*, *Acaca*, *Fasn*, and *Pparg*. (I) Relative mRNA levels of *Il6*, *Tnfa*, and *Il1b*. (J) Primary hepatocytes from WT and *S100a16^KO^*^+/-^mice were treated with ethanol (50 mM) for 24 h. Representative images of BODIPY 493/503 staining of lipid droplets. Scale bars: 50 µm. (K) AML 12 cells with knockdown of S100A16 by siRNA (S100A16 KD) were treated with ethanol (50 mM) for 24 h. Representative images of BODIPY 493/503 staining of lipid droplets. Scale bars: 50 µm. α-Tubulin served as the loading control. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group. ALT, alanine aminotransferase; AST, aspartate aminotransferase; TG: triacylglycerol; T-CHO: total cholesterol; H&E, hematoxylin and eosin.

**Figure 3:**
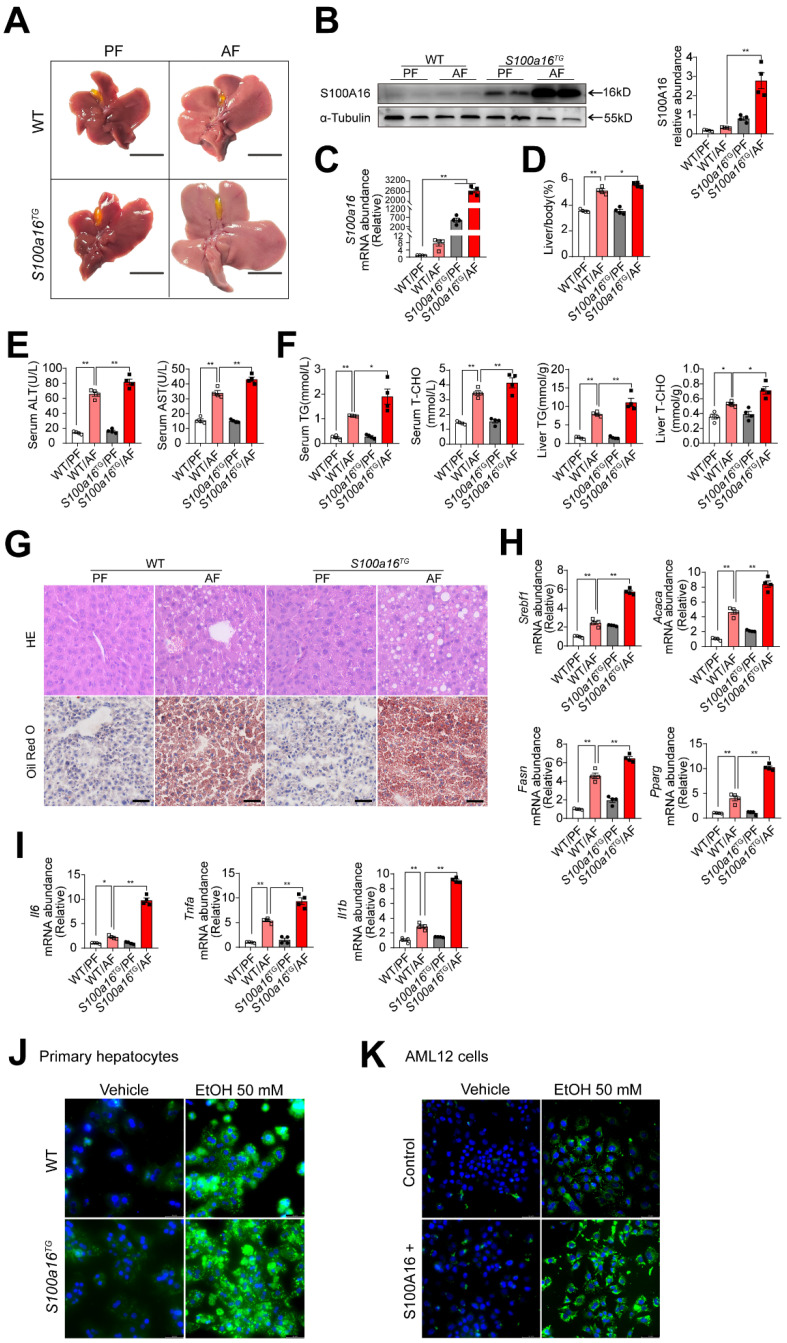
***S100a16* overexpression aggravated alcohol-induced fatty liver injury in mice.** WT or *S100a16*^TG^ mice were fed separately the corresponding liquid diet 10 days and administered a single binge of ethanol. (A) Pictures of mice liver from different groups. Protein (B) and mRNA (C) levels of S100A16 in the liver from WT and *S100a16*^TG^ mice. Quantification of western blots on the right. (D) Liver weight/body weight (%). (E) Serum ALT, AST levels. (F) Serum TG, TC levels and liver TG, TC levels. (G) Representative H&E and Oil Red O staining of mice livers. Scale bars: 50 µm. (H) Relative mRNA levels of *Srebf1*, *Acaca*, *Fasn*, and *Pparg*. (I) Relative mRNA levels of *Il6*, *Tnfa*, and *Il1b*. (J) Primary hepatocytes from WT and *S100a16*^TG^ mice were treated with ethanol (50 mM) for 24 h. Representative images of BODIPY 493/503 staining of lipid droplets. Scale bars: 50 µm. (K) AML 12 cells with overexpression of S100A16 by overexpression plasmid (S100A16+) were treated with ethanol (50 mM) for 24 h. Representative images of BODIPY 493/503 staining of lipid droplets. Scale bars: 50 µm. α-Tubulin served as the loading control. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group.

**Figure 4:**
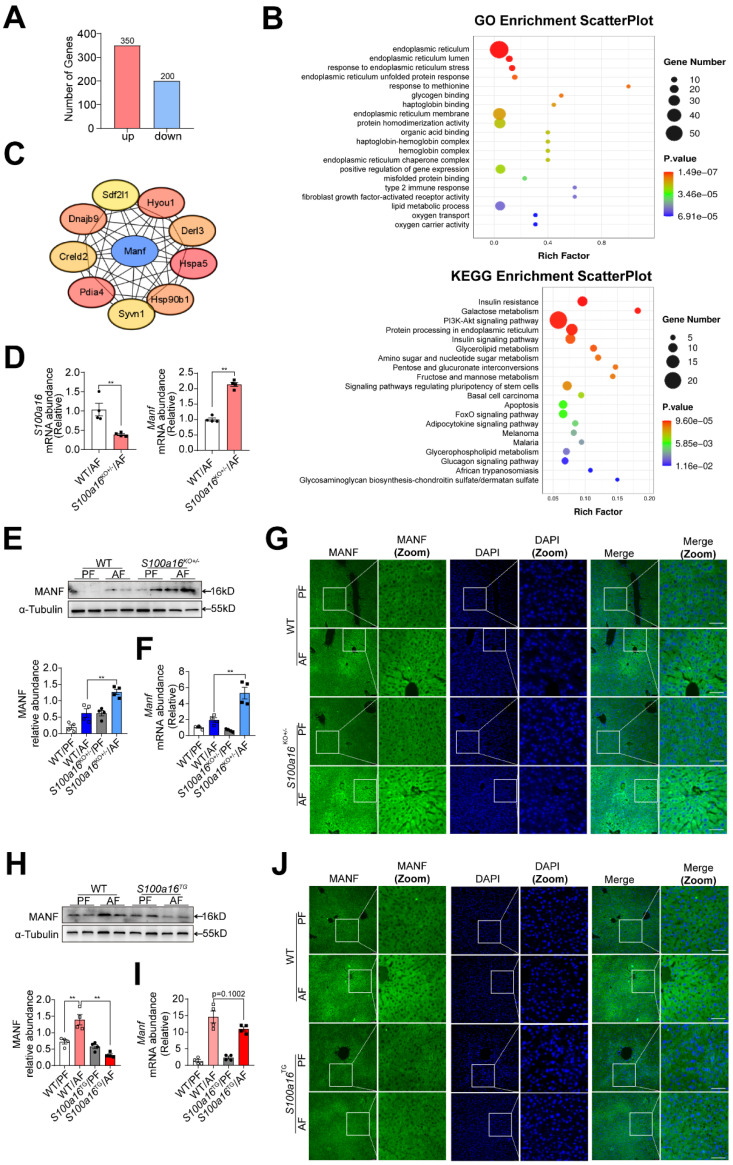
***S100a16* deficiency upregulated MANF expression in alcohol-fed mice.** (A-C) Primary hepatocytes(n=3/group) were isolated from alcohol-fed WT and *S100a16*^KO+/-^ mice and genome-wide analysis of gene expression was performed by transcriptome sequencing. (A) The number of up-regulation (350) and down-regulation(200) of differentially expressed genes (p ≤ 0.05, fold change ≥ 2). (B) GO and KEGG pathways enrichment analyses. (C) Hub genes of differentially expressed genes. We constructed a protein-protein interaction network and identified hub genes related to alcoholic fatty liver using STRING and Cytoscape. (D) mRNA levels of *S100a16* and *Manf* in primary hepatocytes from WT and *S100a16*^KO+/-^ mice after alcohol feeding. (E) protein and(F) mRNA levels of MANF in the alcohol-fed WT and *S100a16*^KO+/-^ mice livers. Quantification of western blots on the right. (G)Representative immunofluorescence images of MANF in the alcohol-fed WT and *S100a16*^KO+/-^ mice livers. Scale bar: 50 μm. (H) protein and(I) mRNA levels of MANF in the alcohol -fed WT or *S100a16*^TG^ mice livers. Quantification of western blots on the right. (J) Representative immunofluorescence images of MANF in the alcohol -fed WT and *S100a16*^TG^ mice livers. Scale bar:50 μm. α-Tubulin served as the loading control. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group. MANF: mesencephalic astrocyte-derived neurotrophic factor.

**Figure 5:**
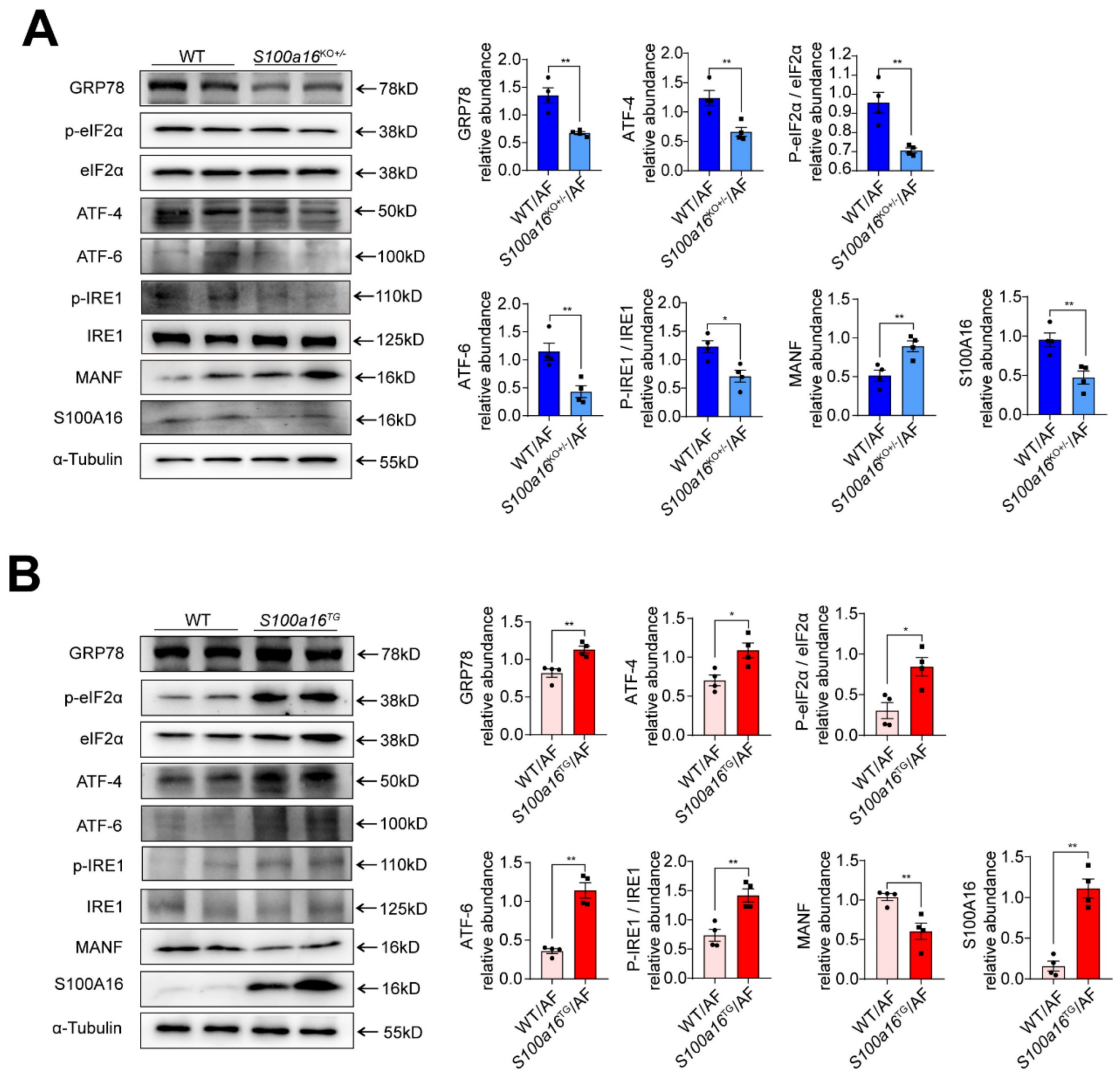
** S100A16 restrained MANF and activated ER stress in ALD.** (A) Western blot analysis of the S100A16, MANF and the ER stress-related genes GRP78, p-IRE1α, IRE1α, ATF6, ATF4, p-EIF2α, EIF2α in the livers of alcohol-fed WT or *S100a16*^KO+/-^ mice. Quantification of western blots on the right. (B) Western blot analysis of the S100A16, MANF and the ER stress-related genes in the livers of alcohol-fed WT or *S100a16*^TG^ mice. Quantification of western blots on the right. α-Tubulin served as the loading control. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group. ATF4: activating transcription factor-4; ATF6: activating transcription factor-6; EIF2: eukaryotic initiation factor 2; GRP78: glucose-regulated protein 78; IRE1: inositol-requiring protein-1.

**Figure 6:**
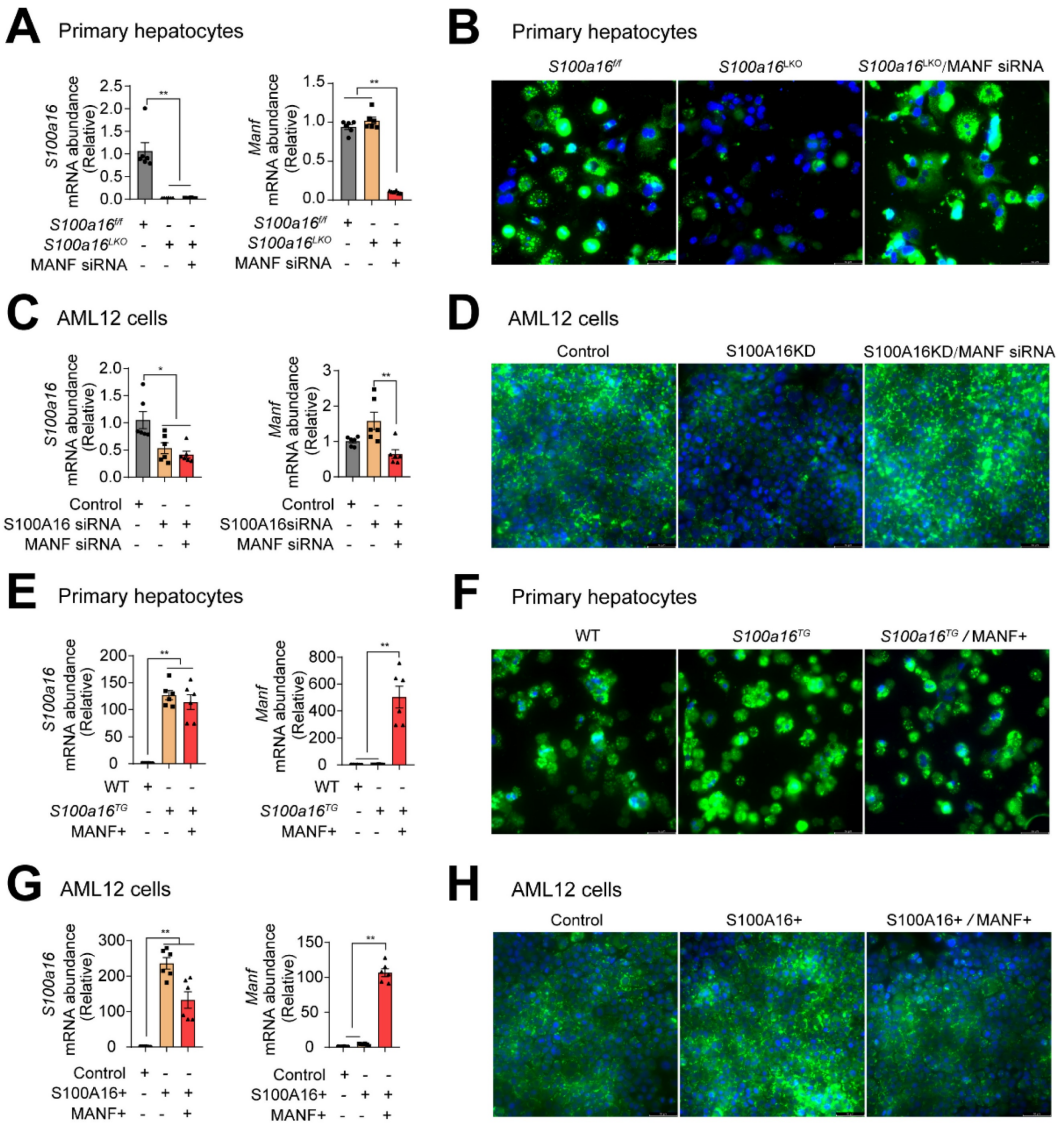
** S100A16 regulated alcohol-induced lipid accumulation dependent on altering MANF expression.** (A) mRNA levels of *S100a16* and *Manf* in ethanol-induced primary hepatocytes from *S100a16*^f/f^ or *S100a16*^LKO^ mice transfected with *Manf* siRNA. (B) Representative BODIPY staining images are shown on the right side, Scale bar: 50 μm. (C) mRNA levels of *S100a16* and *Manf* in ethanol-induced AML 12 cells co-transfected with *S100a16* and *Manf* siRNA. (D) Representative BODIPY staining images are shown on the right side, Scale bar: 50 μm. (E) mRNA levels of *S100a16* and *Manf* in ethanol-induced primary hepatocytes from WT or *S100a16*^TG^ mice transfected with overexpression plasmid. (F) Representative BODIPY staining images are shown on the right side, Scale bar: 50 μm. (G) mRNA levels of *S100a16* and *Manf* in ethanol-induced AML 12 cells co-transfected with S100A16 and MANF overexpression plasmid. (H) Representative BODIPY staining images are shown on the right side, Scale bar: 50 μm. All data are represented as the mean ± SEM values. *: *p* < 0.05 *vs*. the control group, **: *p* < 0.01 *vs*. the control group. *S100a16*^LKO^: hepatocyte-specific *S100a16* knockout.

**Figure 7:**
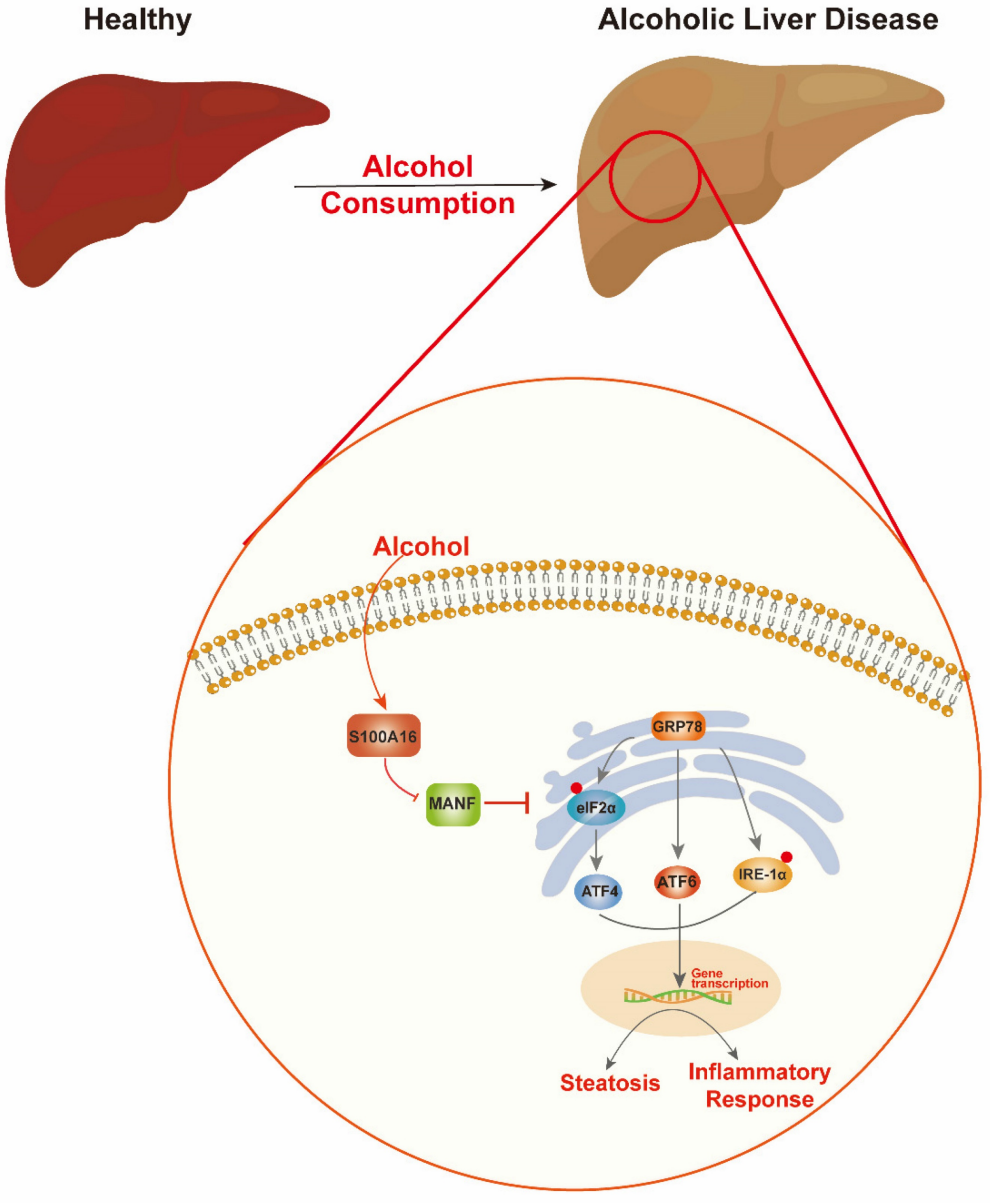
** Schematic representation of the role of S100A16 in the pathogenesis of ALD.** Alcohol consumption induced S100A16 upregulation. S100A16 aggravated ethanol-induced liver injury, steatosis and inflammation through inhibiting MANF expression and promoting ER stress-related signaling pathways.

**Table 1:** Demographic and clinical parameters of healthy controls and patients with ALD.

Variables	Healthy controls (n=9)	ALD patients (n=19)
Sex, male, n (%)	88.9	89.5
Age, y	52.6±3.9	58.3±2.2
ALT level, U/L	19.2±0.8	170.7±49.9*
AST level, U/L	21.5±0.7	150.7±29.2**
ALP level, U/L	80.2±6.5	174±26.8*
GGT level, U/L	23.5±2.1	232±50.5**
TBIL, μmol/L	11.3±0.82	191.1±44.4**
Albumin level, g/dL	45.4±0.6	31.4±1.2
hepatic malignancies	Negative	Negative
Alcohol Consumption, g/d	Negative	≥70

All the data are shown as mean ± SEM. * p < 0.05 vs. Control group. ** p < 0.01 vs. Control group.

## Abbreviations

AF: alcohol-fed group
ALD: alcohol-associated liver disease
ALT: alanine aminotransferase
AST: aspartate aminotransferase
ATF4: activating transcription factor-4
ATF6: activating transcription factor-6
EIF2: eukaryotic initiation factor 2
ER stress: endoplasmic reticulum stress
FBS: fetal bovine serum
GAPDH: glyceraldehyde-3-phosphatedehydrogenase
GRP78: glucose-regulated protein 78
HE: hematoxylin and eosin
IRE1: inositol-requiring protein-1
MANF: mesencephalic astrocyte-derived neurotrophic factor
PF: pair-fed group
RT-qPCR: quantitative real-time polymerase chain reaction
S100A16: S100 calcium binding protein 16
*S100a16* ^LKO^: hepatocyte-specific *S100a16* knockout
TG: triglyceride
T-CHO: total cholesterol
UPR: unfolded protein responses
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

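RNA from primary hepatocytes of alcohol-fed WT and alcohol-fed S100a16KO+/- mice was compared, with 3 libraries per genotype. All 6 libraries of the series were mapped from their labels and the paper's methods, and all 6 were used. The labels call the second genotype a knockdown, and the paper and the description of the series name heterozygous knockout mice. Each library was taken as 1 independent replicate, since the paper gives n = 3 per group and names no pooling. The paper does not state that each library came from a separate mouse, and the p values assume it. With counts divided by 4, WT replicates 2 and 3 had a chi-square per gene, trimmed of extremes, of 1.44. S100a16KO+/- replicates 1 and 3 had 1.41, and the other pairs within a genotype had 2.46 to 3.52. If libraries shared animals, their spread could be smaller than that between mice, which was not tested.

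The authors deposited 1 table with 2 kinds of values for each gene and library. The first is an estimated count, which the authors did not scale for library size. The second is an FPKM value, which the authors scaled for transcript length and library size and which is proportional to the estimated count of the same library. The paper's text names DESeq2 for the comparison and refers to earlier work for the steps before it. It names no aligner, counting tool, genome build or annotation for them. The table lists 25718 genes by Ensembl identifier. Of these, 25655 occur in GENCODE M21 on GRCm38, 23008 of the table's genes (89.7% of the identifiers found) with the same start and end, so positions are given on that build as the table states them. The estimated counts are whole numbers with an excess at 4 and at 8 in every library, so that 1 sequenced fragment is worth about 4 counts. Whether duplicate fragments were removed by their molecular identifiers is not stated in the paper's text.

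The estimated counts added up to between 67658095 and 71807834 per library. A count of 0 allows up to 3 fragments, or 12 counts, and a gene at or under 12 counts in every library of a genotype was treated as not measurable there. A fold change against such a genotype is given as a lower limit computed at that level. This limit covers counting error only.

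The main comparison used edgeR 4.0.16 in R 4.3.3 on the estimated counts, rounded to whole numbers, with TMM scaling, filterByExpr, a robust quasi-likelihood fit and a two-sided test of genotype with no covariate. P values were adjusted by the Benjamini-Hochberg method over the 15957 tested genes. Differentially expressed genes were defined as in the paper, by an unadjusted p under 0.05 and a fold change of at least 2. edgeR was chosen over the DESeq2 named by the paper as the main test before the data were available, and DESeq2 1.42.0 was run as an alternative. CPM values are scaled by TMM. Means are given with the SD over 3 libraries, and log2 fold changes with the standard error of the fit.

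Gene lists were written before the data were available, and 30 of the 38 had at least 5 tested genes. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment over the 30 lists. The lists named in the text cover target genes of the unfolded protein response, lipid synthesis, fatty acid oxidation, gluconeogenesis, alcohol metabolism, the circadian clock, the acute phase, periportal and female-biased liver genes, neighbours of S100a16, and markers of liver and blood cells. The genes of Fig. 2H and Fig. 2I were too few for a list test. GO and KEGG terms given by the table were tested with one-sided Fisher's exact tests against the tested and annotated genes. Principal components were computed on log2(CPM + 1) of the tested genes, with an exact permutation test of the genotype difference.

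The genes named in the text are those the paper names and the 5 with the largest rise and the 5 with the largest fall among differentially expressed genes with a mean FPKM of at least 1 and no overlap between genotypes. Genes chosen after their values were seen are marked as such. Members of the gene lists are named where their list is reported.

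The comparison was checked on simulated counts with the means and library sizes of these libraries, in which known genes were changed. edgeR recovered 141 of 195 changed genes that passed the filter (72.3%) at an adjusted p under 0.05, among 15443 tested, with 7 false calls. At a mean of at least 4 CPM it recovered 117 of 123 (95.1%). All simulated changes were at least 2-fold, so the recovery of smaller changes was not measured. In the real data, 532 of the 3643 genes with an adjusted p under 0.05 had a fold change of at least 2. Far fewer genes were changed in the simulation than passed in the real data. The other tests were checked on the same simulated data.

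Alternatives were the replicate number as a block, leaving out each library in turn, other filters on low counts, median-ratio size factors, quantile normalization, scaling without the 20 most abundant genes, DESeq2, limma voom, and limma with trend on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 0.01) over genes with a mean FPKM of at least 1. Others were stricter or looser criteria, fry and an estimated correlation for the lists, other gene sets and backgrounds for the terms, and other gene sets for the principal components. Division of the counts by 4, random thinning to the smallest total, a correction for GC content and length, and tests of the chaperone list without the hub genes were added after the data were seen. The terms were recomputed under their own alternatives, the replicate block and leaving out each library, and not under the other gene-wise alternatives. The protein interaction network was not analysed here.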

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

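The tests of location and of the overlapping genes were chosen only after the results were seen. Those of near-identical transcripts were set earlier. The paper does not discuss the 7 genes of this part, which were all higher in S100a16KO+/- hepatocytes. Each of the 7 had at most 12 counts, the limit that a count of 0 allows, in every WT library and at least 36 counts in every S100a16KO+/- library. Genes that met these limits in the other direction are given at the end of the other observations.

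Ppp1r3g was at least 695-fold higher in S100a16KO+/- hepatocytes, with 2 to 3 counts in the WT libraries and 7829 to 8812 in the others. Mmp12 was at least 10.3-fold higher, Bhlha15 at least 6.96-fold, 4732496C06Rik at least 4.60-fold and Gpnmb at least 4.57-fold. Gm17249 was at least 3.54-fold higher and S100a2 at least 3.47-fold. Apart from Ppp1r3g, no library held more than 135 counts of these genes.

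Several technical explanations were weighed. Reads shared with near-identical transcripts are argued against, since at most 13.6% of the 31-base words of any of these genes, the share of Gm17249, occur in transcripts of other genes. Reads of an overlapping gene are excluded for 3 of the 7, Gpnmb, Bhlha15 and 4732496C06Rik, which overlap no other annotated gene. For the other 4 they cannot be told apart from the genes' own expression. Of these, 1 gene, S100a2, overlaps a gene that was also higher, S100a3. Polr3b, which Gm17249 overlaps, had a log2 fold change of 0.19 (adjusted p = 0.216, edgeR), and the genes overlapping Mmp12 and Ppp1r3g were not tested. Library size is argued against as the cause of the calls in general, since 729 genes met the paper's criterion after every library was thinned to the smallest total. An effect of the genotype may underlie these genes and stays open. A strain difference between the mice and RNA of other cells stay open as well, and neither was tested for these genes.

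S100a2 and S100a3 lie on chromosome 3 next to S100a16, from 90560363 to 90591531 and from 90584659 to 90602702. S100a2 had 0 counts in each WT library and 38 to 45 in the S100a16KO+/- libraries, and S100a3 0 and 22 to 66. S100a3 was named after its values were seen, as were S100a4, S100a6 and S100a14 nearby. S100a4 (log2 fold change 1.93, adjusted p = 0.144, edgeR) and S100a6 (0.96, adjusted p = 0.0999) were higher in every S100a16KO+/- library, on at most 71 counts. S100a14 had 0 counts in the WT libraries and 4 to 12 in the others. The preset list of 7 other neighbours of S100a16 had a median of -0.08 with 3 genes higher (adjusted p = 0.925, camera). In all, 6 genes were at 0 in every WT library and above 12 counts in every S100a16KO+/- library, at 5 loci when overlapping genes are counted once. That 1 of these loci lies within 100 kb of S100a16, where the table has 13 genes, had a hypergeometric p of 0.00253. The window and the kind of gene counted were chosen after these genes were seen, so this value decides nothing, and a chance location cannot be told apart from an effect of the altered locus. Over a wider region no excess was seen: 41 of 172 tested genes within 5 Mb of S100a16 (23.8%) had an adjusted p under 0.05 in edgeR, against 3601 of 15784 others (22.8%; Fisher's exact p = 0.784, two-sided). The altered S100a16 allele may affect transcription of S100a2 and S100a3, and a flanking strain variant stays open as well. Neither cause was tested.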

How the results depend on the processing

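The alternatives were set before the data were examined, except those marked as added, which were chosen after seeing the data. The cause was not tested for any of the changes below unless one is stated.

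S100a16, Manf and the other 9 hub genes kept their direction and an adjusted p under 0.05 in each fit. The log2 fold change of S100a16 ranged from -1.46 to -1.31 across the 6 fits that each left out one library and from -1.43 to -1.17 over the other settings. That of Hsp90b1 crossed the 2-fold limit in 4 settings.

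The number of differentially expressed genes was 721. It was 213 (125 higher, 88 lower) with a mean of at least 5 CPM, which by construction tests 8669 genes instead of 15957. With limma on FPKM, over 9054 genes, it was 137 (83 and 54) at a pseudocount of 1, 251 (150 and 101) at 0.1 and 278 (167 and 111) at 0.01. A fold change of at least 1.5 gave 1806 (1152 and 654), the looser limit being the cause. Without a filter it was 979, and with limma voom 874. Leaving out one library gave 759 to 823 genes. Quantile normalization gave 769, of which 52.8% were higher, against 64.2% in the main comparison, and it moved the median of all tested genes to -0.02 from 0.01.

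With adjusted p and a fold change of at least 2 together, the number was 532. Added settings that combined this criterion with another choice gave 479 (302 higher) with the replicate block, 211 (124 and 87) with a mean of at least 5 CPM and 473 (303 and 170) with counts divided by 4. On FPKM they gave 132 (78 and 54), 236 (139 and 97) and 255 (151 and 104) in the order of the pseudocounts above. With quantile normalization 279 were higher. Thinning, dividing by 4 and the GC and length correction, also added, gave 729, 497 and 733 genes by the paper's criterion.

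The number of genes with an adjusted p under 0.05 was 3643. On FPKM it was 2188 (1146 higher, 1042 lower), 2167 (1140 and 1027) and 2165 (1138 and 1027) in the same order, where fewer genes were tested. Leaving out one library gave 2734 to 3302.

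The labels number the replicates of both genotypes from 1 to 3. Deviations from the genotype means correlated by 0.07, -0.02 and 0.17 between libraries of the same number, so these share only a number. With the replicate block, 711 genes met the paper's criterion and 3082 had an adjusted p under 0.05.

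The median log2 fold change of the hub genes, 2.34, moved beyond the spread between replicates to 2.37 with a mean of at least 5 CPM, to 2.24 on log2(FPKM + 1) and to 2.32 with the added GC and length correction. It was 2.33 to 2.35 across the fits without one library.

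The number of gene lists with an adjusted p under 0.05 was 15 of 30. It was 9 with an estimated correlation and 14 to 19 otherwise. The chaperone list kept its call without the hub genes, an added setting, at a median of 0.59 against 0.83. The 14 lists followed one by one were picked after the list results were seen. The PERK and ATF4 target list had a median of -0.07. This median reversed to 0.0636 without a filter (adjusted p = 0.210, camera) and to 0.0817 without S100a16KO+/- replicate 1 (adjusted p = 0.00109, camera). Camera does not test the median, and the direction of its result was not read. The last p therefore does not show a rise of the list. Its gene Fgf21 stayed between -3.93 and -3.68 in the fits without one library. The list no longer passed with quantile normalization (-0.0975), DESeq2 (-0.0791), voom (-0.0840) and FPKM (-0.0249, -0.0459 and -0.0502). Its adjusted p ranged from 1.76e-05 to 0.732 over the alternatives. Its median ranged from -0.11 to 0.08 without one library and from -0.30 to 0.06 over the other settings. With an estimated correlation, the circadian (-0.28), acute phase (0.50), endothelial (0.60), periportal (0.16), alcohol metabolism (-0.13) and female-biased liver lists (0.09) no longer passed. The Kupffer cell list (0.26) passed without a filter (0.26), with quantile normalization (0.28), DESeq2 (0.26), voom (0.25), fry (0.26) and FPKM (0.24, 0.26 and 0.27). Across the fits without one library its median was 0.14 to 0.34, and it passed without WT replicate 2 (0.32) and without S100a16KO+/- replicate 3 (0.34). Its adjusted p over the alternatives ranged from 0.00804 to 0.481.

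Among single genes, Eif2s1 (0.05) reversed to -0.00156 without S100a16KO+/- replicate 1 and to -0.000659 without replicate 3, with 0.14 as the highest of these fits. Tnf (0.42), near the detection limit, reversed to -0.20 with quantile normalization, to -0.56 with voom and to -0.42 without S100a16KO+/- replicate 2, and reached 1.15 in another fit without one library. The rise of Atf6 lost its adjusted p under 0.05 in 5 settings, 2 of them without one library.

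The number of GO terms of Fig. 4B with an adjusted p under 0.05 was 7. It was 2 for the higher genes alone and 4 to 8 without one library, with 4 without WT replicate 2 and without S100a16KO+/- replicate 2. For KEGG it was 0 (15 with an unadjusted p under 0.05), 2 with the genes of adjusted p under 0.05, and 0 to 3 without one library (1 without WT replicate 1, 3 without WT replicate 2). Response to endoplasmic reticulum stress (4.27-fold) dropped to 2.21-fold for the lower genes alone and ranged from 3.78 to 4.42-fold without one library. Its adjusted p rose to 0.0605 without WT replicate 2, 0.0751 without S100a16KO+/- replicate 1 and 0.0670 without S100a16KO+/- replicate 2 (Fisher's exact test). Endoplasmic reticulum lumen (3.65-fold) dropped to 0.801-fold for the lower genes alone and to 2.76 to 3.47-fold without one library. It no longer passed without WT replicate 1 (adjusted p = 0.280), WT replicate 2 (0.0605), S100a16KO+/- replicate 1 (0.167) or S100a16KO+/- replicate 2 (0.0683). The unfolded protein response term passed with the genes of adjusted p under 0.05 (2.65-fold) and with all annotated genes as background (5.54-fold), and Protein processing in endoplasmic reticulum with the genes of adjusted p under 0.05 (1.96-fold).

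The first principal component separated the genotypes with each set of genes, at an exact permutation p of 0.1, the smallest possible. The depth limits genes near 12 counts, such as Il6 and Tnf, for which a difference was not detectable.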

Differences from the paper's values

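The paper's RT-qPCR values for primary hepatocytes are shown only in a figure. For Manf, the paper's mRNA level in S100a16KO+/- divided by WT hepatocytes is about 2.1 in Fig. 4D, read by eye, and the sequencing data gave 7.57. None of the alternatives set before the data were examined closed this gap; their values ranged from 6.69 on log2(FPKM + 1) to 7.71 with a mean of at least 5 CPM. The paper's value for S100a16 is about 0.4 in Fig. 4D, read by eye, against 0.380.

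The paper's text gives 550 differentially expressed genes, 350 upregulated and 200 downregulated, and the edgeR comparison gave 721, 463 and 258, which lie within 1.5 times the paper's numbers. DESeq2, which the paper names, gave 749, 477 and 272 with the paper's criterion. The closest of the alternatives set before the data were examined was the use of an adjusted p under 0.05 with a fold change of at least 2, with 532, 334 and 198 genes. Restricting the genes to protein-coding ones gave 498, 322 and 176. After some of these numbers had been seen to come near the paper's, the adjusted criterion was combined with every gene-wise alternative. Chosen after seeing the values in this way, DESeq2 gave 546, 344 and 202 genes, limma voom 562, 351 and 211, the comparison without a filter 541, 336 and 205, and the GC and length correction 536, 329 and 207. Also added after seeing the values, DESeq2 without a filter gave 944 genes, and 512 with the adjusted criterion.

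In Fig. 4C the paper draws Hsp90b1 among the hub genes of the differentially expressed genes. Its log2 fold change was 0.99, just under the 2-fold limit. It passed with a mean of at least 5 CPM (1.02), without WT replicate 3 (1.01), without S100a16KO+/- replicate 2 (1.03) and with the GC and length correction (1.05), the last chosen after seeing the values.

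Fig. 4B draws 5 terms that had an unadjusted p of 0.05 or more in Fisher's exact test. These were endoplasmic reticulum membrane (Fisher's exact p = 0.0635), Apoptosis (0.0787), Adipocytokine signaling pathway (0.0978), Pentose and glucuronate interconversions (0.137) and Glucagon signaling pathway (0.153). Endoplasmic reticulum membrane had a smaller p for the higher genes alone (Fisher's exact p = 0.0133), for the genes of adjusted p under 0.05 (3.16e-24), with all annotated genes as background (0.0165) and without S100a16KO+/- replicate 3 (0.0138). Apoptosis did for the lower genes alone (Fisher's exact p = 0.0124), with all annotated genes as background (0.0427) and without WT replicate 2 (0.0305). Adipocytokine signaling pathway did for the higher genes alone (Fisher's exact p = 0.0189) and for the genes of adjusted p under 0.05 (0.0103), and Glucagon signaling pathway without WT replicate 1 (0.0450). Pentose and glucuronate interconversions did for the genes of adjusted p under 0.05 (Fisher's exact p = 0.00699), with the replicate number in the model (0.0414), and without WT replicate 1 (0.0479), WT replicate 2 (0.0124), S100a16KO+/- replicate 1 (0.00844) or S100a16KO+/- replicate 3 (0.0487). A further 5 drawn terms had too few genes in the background or no match in the table and were not tested: response to methionine, haptoglobin binding, hemoglobin complex, type 2 immune response and the chondroitin sulfate and dermatan sulfate part of Glycosaminoglycan biosynthesis.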

Other observations

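Tests of the spread between libraries, cell markers, RNA of other liver cells, haemoglobin transcripts, fasting, clock time, copy number, the pair of libraries apart from the others, double gene entries and library size were chosen only after the results were seen.

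Other splits of the 6 libraries into 3 and 3 were compared with the real one. The real split was the 1 of 10 with as many genes past the paper's criterion, 721 against at most 106 in the other 9. It was also the 1 of 10 with as many genes of adjusted p under 0.05 in edgeR, 3643 against at most 2, and the 1 of 10 with as small a camera p for the endoplasmic reticulum chaperone list, 1.26e-93 against 3.10e-06, or 8.02e-21 against 1.60e-04 without the hub genes. With 10 splits this share cannot be smaller than 0.1, so the splits alone cannot decide whether the grouping arose by chance. Spread between libraries of one genotype is argued against for the chaperone list. Without the hub genes, which the paper drew from these libraries, the median log2(CPM + 1) of the other 17 genes was higher by 0.46 in S100a16KO+/- hepatocytes, with an SD of 0.02 between the 3 libraries of each genotype and no overlap.

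The number of genes past the criterion was 729 after thinning every library to the smallest total, 733 after a correction for GC content and gene length and 710 with scaling without the 20 most abundant genes, against 721. Quantile normalization gave 769, of which 52.8% were higher, against 64.2%. With counts divided by 4 it was 497; by that setting 13010 genes passed the filter, 496 of the 721 among them, and 484 of these met the criterion. The mean total of the S100a16KO+/- libraries was 98.5% of the WT mean. The test of library size was first written as a comparison of totals, by which the WT mean lay 0.0829% above the highest S100a16KO+/- total, and was then replaced by the thinning. The rise of the hub genes stayed at a median log2 fold change of 2.32 after the GC and length correction. RNA of other liver cells is argued against as its cause, since the largest median among the marker lists of other liver cells, that of stellate cells, was 0.61. Each of these technical explanations is argued against; an effect of genotype on the hub genes is a hypothesis consistent with them, found and tested on the same data.

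The S100a16 mRNA level was 38.0% of WT. Loss of 1 of 2 gene copies with no other change would give a log2 fold change of -1, and the measured value of -1.40 lay beyond it (adjusted p = 0.0319 over all tested genes, from edgeR's test against a log2 fold change of 1 in size). A further change in S100a16 transcription or RNA stability may add to the loss of a copy; neither was tested.

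Fig. 5A reports ER stress markers as lower in protein or phosphorylation in the livers of alcohol-fed S100a16KO+/- mice. In the hepatocyte RNA, which is another sample and another measure, Hspa5 was higher (log2 fold change 2.47) and so was Atf4 (0.35, adjusted p = 3.66e-04, edgeR). Atf6 was higher as well (0.21, adjusted p = 0.0149, edgeR), though not in every setting. No difference was detected for Ern1 (0.03, adjusted p = 0.758) or Eif2s1 (0.05, adjusted p = 0.759). The median of these 5 markers was 0.21 (adjusted p = 2.00e-06, camera, with the hub gene Hspa5 among them), and that of the other 4 was 0.13. The list of 16 PERK and ATF4 target genes had a median of -0.07 with 7 genes higher (adjusted p = 1.44e-04, camera), and Fgf21, its lowest gene, had -3.80. The fall of this list did not hold in every setting. It no longer passed with DESeq2 (median -0.0791), and the median reversed to 0.0817 without S100a16KO+/- replicate 1. Phosphorylation was not analysed here.

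Fig. 2H and Fig. 2I report lipogenic and inflammatory genes in liver tissue. In the hepatocyte RNA, Srebf1 (log2 fold change -0.89), Acaca (-0.44), Fasn (-1.57) and Pparg (-0.81) were lower in S100a16KO+/- cells, the largest adjusted p being 0.00254 (edgeR). Il1b was higher (0.91, adjusted p = 0.00422, edgeR), Tnf lay near the detection limit and Il6 was not tested for the same reason. G0s2 (ENSMUSG00000009633), which the paper's introduction links to MANF, fell from 191.0 to 18.3 CPM, a log2 fold change of -3.39 (adjusted p = 4.05e-13, edgeR). The lipid synthesis list had a median of -0.42 with 8 of 13 genes lower (adjusted p = 6.53e-07, camera).

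The gluconeogenesis list was higher (median 0.53, 7 of 8 genes, adjusted p = 6.06e-15, camera), with Irs2 at 2.03, Ppargc1a at 1.96, Pck1 at 1.36 and Igfbp1 at 0.75. Genes that insulin induces went both ways: Srebf1 (-0.89) and Fasn (-1.57) were lower, and Scd1 (0.43), Me1 (0.44), Acacb (0.28) and Pklr (0.19) were higher. Genes chosen after their values were seen were Lpin1 (1.93), Tsku (-3.19) and Ppp1r3b (-3.19). Fasting induces gluconeogenesis and fatty acid oxidation. Longer fasting before collection is argued against as the only difference, since the fatty acid oxidation list was lower (median -0.46, 12 of 14 genes, adjusted p = 2.18e-10, camera). Its 2 higher genes, Pdk4 (0.89) and Cpt1a (0.44), and the gluconeogenesis list go with fasting, so that fasting as a part of the cause stays open. A different clock time at collection cannot be told apart from the genotype: Arntl, Clock and Cry1 had a mean of 0.16 and the other clock genes -0.34, but with 13 genes the difference had an exact permutation p of 0.227 over 286 assignments, and collection times are not given in the labels. The circadian list had a median of -0.28 with 3 of 13 genes higher (adjusted p = 0.0132, camera). Insulin action was not tested.

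Of the 30 lists tested, 15 had an adjusted p under 0.05 in camera, 9 higher and 6 lower by the sign of their median. All 15 passed under fry, and 9 under camera with an estimated correlation. The 6 that did not pass there were the endothelial (adjusted p = 0.0526), circadian (0.102), acute phase (0.101), periportal (0.0504), alcohol metabolism (0.160) and female-biased liver lists (0.160). Besides those given above and the hub genes, the acute phase list was higher (median 0.50, 12 of 13 genes, adjusted p = 1.61e-08). The periportal list was higher (0.16, 7 of 10, adjusted p = 3.56e-04), with Pck1 among its genes. The alcohol metabolism list was lower (-0.13, 8 of 8, adjusted p = 0.0483). The female-biased liver list had 4 of 8 genes higher (adjusted p = 1.52e-05), with a median of 0.09, or 0.17 with its 1 gene at the detection limit set to its bound.

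Markers of endothelial cells (median 0.60, 11 of 12 genes higher, adjusted p = 2.42e-10, camera) and stellate cells (0.61, 11 of 11, adjusted p = 2.30e-04) were higher in the S100a16KO+/- libraries. The most abundant of them were Aqp1, at 97.6 and 157.5 CPM in WT and S100a16KO+/- hepatocytes, and Dcn, at 24.3 and 47.2 CPM. The hepatocyte list had a median of -0.07 with 4 of 12 genes higher (adjusted p = 0.795); 5 of its genes had an adjusted p under 0.05 in edgeR, and they went both ways, from -0.37 for Cyp3a11 to 0.50 for Fgb. Kupffer cell markers had a median of 0.26 (adjusted p = 0.0798), bile duct cell markers 0.25 (0.958) and lymphocyte markers -0.29 (0.760). Neutrophil markers had a median of 0.59 with 5 of 5 genes higher (adjusted p = 0.401), as large a rise as that of endothelial and stellate markers, on genes with few counts: the most abundant, Csf3r, was at 1.72 and 2.71 CPM. Of these markers of other cells, 2 neutrophil genes are in another list, and hepatocytes express some genes of most such lists, which was not separated. A lower share of hepatocytes would raise the markers of the other cells alike. The means of the 6 lists differed (permutation p = 0.00725 over 54 genes, 100000 permutations): 0.62 for stellate, 0.57 for neutrophil, 0.50 for endothelial, 0.29 for bile duct, 0.26 for Kupffer and -0.15 for lymphocyte markers. Endothelial and stellate markers, singled out after they were seen, had a mean of 0.56 over 23 genes, against 0.18 over the 31 genes of the other 4 cell types (permutation p = 0.00653). Without neutrophils, the other mean was 0.11 over 26 genes (permutation p = 0.00189). Against Kupffer cells alone, which was run first, it was 0.26 over 11 genes (permutation p = 0.00359). Genes are not independent replicates. Only 1 of 10 lymphocyte and 2 of 5 bile duct markers had a mean above 1 CPM, so the low means of these lists are uncertain. All 11 Kupffer cell markers were above 1 CPM. The lower mean of the Kupffer list, compared after the values were seen, argues against a lower hepatocyte share as the whole cause. More endothelial and stellate RNA, by number of cells or by expression, may explain their rise, and the same stays open for neutrophils.

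The red blood cell list was lower in the S100a16KO+/- libraries (median -3.53, 5 of 5 genes, adjusted p = 1.00e-45, camera). Its most abundant gene, Hbb-bs, was at 83.4 CPM in WT and 7.73 CPM in S100a16KO+/- hepatocytes. Red blood cells left in the preparation may be the source and cannot be told apart from a change in hepatocytes: the 1 other tested gene of the list, Alas2, fell by 0.70 on the log2 scale, less than the haemoglobin genes, and hepatocyte preparations were not compared otherwise. Slc25a37, chosen after its value was seen, had -0.96.

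WT replicate 1 and S100a16KO+/- replicate 2 lay apart from the other libraries on the second principal component and had the largest shares of mitochondrial counts, 21.1% and 20.1%. They also had the lowest TMM factors, 0.951 and 0.948, and the largest shares of counts in the 20 most abundant genes, 39.3% and 38.6%. With each gene scaled to unit variance they again lay apart on one side of the second component (-60.2 and -80.7), and with the 500 most variable genes on opposite sides (-8.62 and 6.90). A batch shared by these libraries cannot be told apart from separate differences of each. Their deviations from the genotype means correlated by -0.0153 across 7338 genes, within the range of -0.196 to 0.174 over the 9 pairs of a WT and an S100a16KO+/- library, and no batch is named in the labels.

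Some genes are listed under one symbol with a pair of overlapping entries on one strand. For 7 of 9 such symbols the sum varied less between replicates than both entries. The median coefficient of variation was 56.1% for the more variable entry and 9.32% for the sum, and it was 3.52% for the sum of the Nnt entries. Counting split between the entries is consistent with this, and single entries of these symbols are uncertain.

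Slc15a2, chosen after its values were seen, had 142 to 216 counts in the WT libraries and at most 4 in the others, at least 14.4-fold lower in S100a16KO+/- hepatocytes. It met the count limits of the 7 flagged genes with the genotypes exchanged. So did Gm2061, Gm45469 and Gm49880, at least 4.92-fold, 3.30-fold and 6.20-fold lower. Of the 31-base words of Gm49880, 96.1% occur in transcripts of other genes, so shared reads stay open for it.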
